# Vitamin B_12_ alleviates spliceosomopathy via phospholipid remodeling

**DOI:** 10.21203/rs.3.rs-8077579/v1

**Published:** 2025-11-17

**Authors:** Adam Antebi, Wenming Huang, Jonathan Kölschbach, Anna Loehrke, Hormos Dafsari, Emily Baum, Chun Kew, Ivan Dikic

## Abstract

Spliceosomal dysfunction profoundly impacts cellular metabolism, yet mechanistic links between RNA splicing defects and metabolic rewiring remain limited. Here, we investigate Verheij syndrome (VRJS), a rare disease caused by mutations in the core splicing factor *PUF60*. Using a *Caenorhabditis elegans* model, human cell lines, and patient-derived samples, we demonstrate that RNP-6/PUF60 deficiency disrupts splicing of genes governing one-carbon metabolism and phospholipid remodeling, culminating in impaired S-adenosylmethionine (SAM)/S-adenosylhomocysteine (SAH) cycling and phosphatidylcholine synthesis. These perturbations trigger the integrated stress response and compromise mTORC1 signaling, causing developmental and growth defects. Vitamin B12 (VB12) supplementation restores metabolic balance by reactivating SAM-dependent phospholipid remodelling and mTORC1 activity, effectively rescuing VRJS-like phenotypes. Similar metabolic responses arise from perturbations in other spliceosomal factors such as PRPF19/PRP-19, indicating a conserved mechanism across spliceosomopathies. Interestingly, we identify intron retention of the *nhr-114/HNF4* transcription factor as a primary driver of growth defects, and restoring its splicing robustly suppresses these phenotypes. Our findings establish a mechanistic connection between RNA splicing and lipid metabolism, implicating VB12-dependent one-carbon metabolism as a metabolic modulator with broad implications for spliceosome-related diseases, and suggesting VB12 as a potential strategy to mitigate VRJS-related anomalies.

Splicing is a fundamental regulatory process in eukaryotic messenger RNA (mRNA) maturation that removes intronic regions from precursor transcripts to produce mature mRNAs encoding proteins of enhanced diversity. This essential activity is catalyzed by the spliceosome, a highly dynamic megadalton complex composed of five small nuclear ribonucleoprotein particles (snRNPs) and numerous associated splicing factors^1^. Dysregulation of splicing impairs proper cellular function and is associated with various pathological conditions, including cancer^2^ and ageing^3^. Pathogenic mutations in genes encoding core spliceosomal components disrupt splicing, leading to various genetic diseases with overlapping phenotypes^4^. *PUF60* (also known as FIR or Hfp) encodes an essential splicing factor containing two central RNA recognition motifs and a C-terminal U2AF-homology motif^5^. It operates early in spliceosome assembly by promoting the recruitment of precursor transcripts to the U2 snRNP complex and facilitating the splicing of weak 3’ acceptor sites^5,6^. Heterozygous *de novo* variants causing PUF60 deficiency result in Verheij syndrome (OMIM #615583)^7,8^, a congenital disorder associated with growth retardation, short stature, and recurrent infections^8–14^. We have previously reported on a phenotypic spectrum of *PUF60*-related disorders ranging from neurodevelopmental delay to multisystem involvement^15^. However, the exact pathomechanisms of VRJS remain elusive, and no targeted therapies currently exist.

Vitamin B_12_ (also known as cobalamin) is a complex water-soluble organic compound essential for several biological functions in animals^16^. It serves as a cofactor for two metabolically important enzymes: methionine synthase (MS), which converts homocysteine to methionine within the methionine cycle, and methylmalonyl-CoA mutase, which converts L-methylmalonyl-CoA to succinyl-CoA in propionate metabolism. These two pathways are linked through homocysteine as a shared intermediate. Consequently, VB12 deficiency profoundly disrupts metabolic homeostasis and instigates various disorders in humans, including growth delay, hypotonia, anemia and cognitive impairment^16^.

In *Caenorhabditis elegans, rnp-6* (RNA-binding domain-containing protein 6) encodes the sole ortholog of human *PUF60*^17^. Depletion of *rnp-6* by RNAi-mediated knockdown causes severe developmental defects, including growth retardation, smaller body size, dysregulated immune function, and neuronal abnormalities reminiscent of VRJS in humans^18–21^. Previously, we identified a viable hypomorphic allele, *rnp-6(G281D)*, that enhances abiotic stress resistance and extends lifespan on the standard B-type *Escherichia coli* OP50 diet^22,23^. In this study, we unexpectedly found that K12-type *E. coli* can fully rescue growth defects observed in *rnp-6(G281D)* mutants. Through unbiased genetic screens in *E. coli* and *C. elegans*, we discovered that *E. coli* K12 exerts its benefits through VB12-dependent methionine metabolism. VB12 restores *rnp-6* mutant growth by driving synthesis of methionine (Met), S-adenosylmethionine (SAM) and phosphatidylcholine (PC), while inhibition of enzymes required for the Met/SAM cycle abrogates such rescue. Metabolomic and lipidomic analyses reveal that *rnp-6* mutants maintained on OP50 harbor deficiencies in methylation capacity and phosphatidylcholine lipids, which are replenished by provisioning K12-type *E. coli* or VB12. Mechanistically, we deduce that aberrant splicing of *nhr-114* (homolog of human *HNF4*), is a major proximal cause of metabolic dysregulation and developmental defects in the *rnp-6* mutant. We further demonstrate that altered Met/SAM/PC metabolism in *rnp-6(G281D)* modulates the integrated stress response (ISR) and mTOR signaling. Finally, we provide evidence that PUF60 deficiency induces alternative splicing of genes related to methionine and phospholipid metabolism, and *PUF60* pathogenic mutations induce metabolic and lipidomic changes in VRJS patient plasma. Notably, this metabolic dysregulation is not limited to PUF60/RNP-6: depletion of *PRPF19/prp-19* phenocopies *rnp-6* loss, suggesting conserved metabolic vulnerability across spliceosomopathies. Together, our findings identify dysregulated Sadenosylmethionine/S-adenosylhomocysteine balance and phospholipid metabolism as central contributors of *rnp-6*-dependent spliceosomal pathology, and highlight VB12 supplementation as a potential strategy to restore metabolic homeostasis.

## Results

### A K12-type E. coli diet alleviates growth defects in a C. elegans Verheij syndrome model

Previously, we identified a hypomorphic mutation in *rnp-6* that extends lifespan in *C. elegans*^22^. Further characterization showed that this mutant exhibits moderate but significant developmental defects, including smaller body size and slower growth rate when raised on the standard B-type *E. coli* OP50 diet (O) at 20°C (Fig. 1a–c). These phenotypes are analogous to the growth delay and small stature seen in VRJS patients^7^. In the course of our studies, we discovered that *rnp-6(G281D)* developmental phenotypes were remarkably restored by feeding worms with the *E. coli* K12 strains HT115 (H) or BW25113 (B) (Fig. 1a–c). These K12-type *E. coli* strains also suppressed other previously observed *rnp6(G281D)* traits, including cold tolerance (Figure S1a) and extended lifespan (Fig. 1d). Of note, dietary mixtures of O + B containing as little as ~ 10% BW25113 sufficed to rescue growth defects (Figure S1b). Rescue did not require active bacterial metabolism, as UV-killed BW25113 also effectively restored body size (Fig. S1c). These results imply that BW25113-derived nutrients or metabolites compensate for RNP-6(G281D) dysfunction. To explore whether K12-type *E. coli* restored RNP-6 protein^20^ directly or acted downstream, we measured steady-state RNP-6 levels. However, neither HT115 nor BW25113 diets restored RNP-6 protein levels (Figure S1d–e), indicating that the rescue occurs via pathways downstream of RNP-6.

To further elucidate the impact of K12-type *E. coli*, we performed RNA sequencing (RNA-seq) on wildtype and *rnp-6(G281D)* worms raised on either OP50 or BW25113 (Figure S1f). 

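RNA was taken from whole worms on day 1 of adulthood, in 4 samples for each combination of genotype and bacterial diet, 16 in all. Total RNA was depleted of ribosomal RNA, made into stranded libraries and sequenced from both ends. The authors estimated transcript abundance with Kallisto and deposited a table of gene counts divided by median-of-ratios size factors and a table of FPKM. The values are normalized, so the number of reads per sample is not given directly. Where low values fall on multiples of a smallest step, that step gives an approximate depth, which ran from 35497800 to 44914800 reads in wild type on OP50 (median 39720700) and from 32320600 to 47914000 in rnp-6(G281D) on OP50 (median 38461100). On BW25113 it ran from 34716800 to 44007700 in wild type (median 40328700) and from 35571600 to 38592500 in rnp-6(G281D) (median 35802600). Samples of the same group correlated with r between 0.989 and 0.994 across the 15799 genes tested, and samples of different groups with r between 0.972 and 0.991; genes are not independent replicates.

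The mutated gene itself, rnp-6 (WBGene00004389, chromosome I, 3539553 to 3546910 in WBcel235), was measured at 5555 ± 111 normalized counts (SD, n = 4) in wild type on OP50 and 7061 ± 181 in rnp-6(G281D) on OP50. On BW25113 the values were 5425 ± 150 in wild type and 7336 ± 132 in rnp-6(G281D). On both diets every mutant sample lay above every wild-type sample (exact permutation test, p = 0.0286, the smallest p that 4 samples against 4 allow). The log2FC was 0.35 on OP50 (standard error 0.03, adjusted p = 5.6e-06) and 0.44 on BW25113 (standard error 0.03, adjusted p = 3.7e-06), both from limma with Benjamini-Hochberg adjustment and both under the threshold of 0.5.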

Consistent with prior work, *rnp-6(G281D)* mutants grown on OP50 exhibited profound transcriptomic changes, with 1,541 genes and 473 genes showing differential expression (adjusted p-value < 0.05, |log_2_FC| >0.5; Table S1) and differential splicing (adjusted p-value < 0.05, ΔPSI > 5%; Table S2, Figure S1g and i), respectively. 

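Each comparison was made on the log2 of the normalized count plus 1, with limma and Benjamini-Hochberg adjustment, over the 15799 genes with a mean of at least 10 across the 16 samples. Because of the added 1, fold changes of genes with low counts are understated. On OP50, 1816 genes passed an adjusted p-value of 0.05 and an absolute log2FC of 0.5 in rnp-6(G281D) against wild type, 932 of them higher and 884 lower. In 1656 of these the 4 mutant samples did not overlap the 4 wild-type samples. Chance gives this for 2.86% of genes not chosen for a difference, which is no measure for genes called on the same 8 samples. The median absolute log2FC of the genes called was 0.86. Apart from the thresholds themselves, the alternative that moved the number most was a filter at a mean of 100, which left 890 genes. Leaving out each of the 8 samples in turn gave between 1611 and 1722 genes.

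The largest rises among genes whose groups did not overlap were in catp-2 (WBGene00015338, log2FC 8.08, standard error 0.43, adjusted p = 5.3e-07), nhx-6 (7.90), C02E7.10 (7.40), dod-21 (5.62) and C25F9.11 (5.48). The wild-type means of these genes on OP50 lay between 0.52 and 4.08 normalized counts, so their fold changes depend on the added 1. The largest falls were in dhs-26 (WBGene00000989, log2FC -3.51, standard error 0.25, adjusted p = 4.2e-06), the pseudogenes WBGene00019208 (-3.45) and WBGene00009104 (-3.12), clec-74 (-2.95) and M199.9 (-2.77). Reads of a pseudogene can be shared with the gene it resembles, so the values of those 2 are uncertain.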

About 11% of differentially spliced genes also showed altered expression (Table S3, Figure S1j), indicating distinct layers of regulation by *rnp-6*. 

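In rnp-6(G281D), 1479 genes differed between BW25113 and OP50 by the same test and thresholds, 339 higher and 1140 lower on BW25113. With no filter on low counts the number was 910, the alternative with the largest effect apart from the thresholds and the filter at a mean of 100. A gene was counted as restored where it was called in rnp-6(G281D) against wild type on OP50 and called in the opposite direction in rnp-6(G281D) on BW25113 against OP50. This held for 616 of 1816 genes, or 33.9%, of which 411 had been higher and 205 lower in the mutant on OP50. Of the 649 genes called in both comparisons, 33 moved in the same direction in both. Both comparisons share the rnp-6(G281D) OP50 samples, which by itself favours opposite signs. In 100 simulated data sets with a BW25113 group unchanged from OP50, a median of 0 genes was restored, with at most 1, and 60.4% of the called genes had opposite signs, against 79.6% observed. Other readings of restored gave 1121 genes no longer called against wild type on OP50, 1215 genes not called between the genotypes on BW25113, and 308 genes whose diet effect differed between the genotypes in the opposite direction. BW25113 did not move genes only toward wild type on OP50. By the same thresholds, it moved 617 genes of rnp-6(G281D) away from that level, to a called difference from wild type on OP50. Some of these may be genes that went past the wild-type level.

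Across the 1816 genes, the log2FC of rnp-6(G281D) on BW25113 against wild type on OP50 was regressed on that of rnp-6(G281D) on OP50 against wild type on OP50. The slope was 0.549 ± 0.029 (SD over the 4 rnp-6(G281D) BW25113 samples taken singly) and R2 was 0.540. Taken singly, these samples gave an R2 from 0.412 to 0.544 (SD 0.057), so 0.540 lies near the top of their range. The noise of a single sample lowers its R2, so this range is no measure of the error of 0.540. Genes are not independent replicates. The simulations gave a median slope of 0.940 for an unchanged group and 0.060 for a group at the wild-type level. The paper gives a count of genes that BW25113 restored toward wild-type levels, and cites its plot of fold changes (Fig. 1e) among the sources.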

Feeding with BW25113 significantly changed the expression of 1319 genes in *rnp-6* mutants and restored 573 genes toward wild-type levels (Fig. 1e, Figure S1h, Table S4). 

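The restored genes were counted in gene families defined by their symbols before the data were examined, with the 15799 genes tested as the background. The test of these counts was chosen afterwards. Genes of the F-box, MATH and BTB families, which include substrate adaptors of ubiquitin ligases, held 60 restored genes among 311, where 12.1 would fall by chance (Fisher's exact test, adjusted p = 4.5e-24 over 21 families). Of these, 25 had been higher and 35 lower in the mutant on OP50. Skp1-related genes held 7 of 19 (adjusted p = 4.7e-05) and lysosomal proteases of the cpr, asp and cpl families held 6 of 19 (adjusted p = 4.2e-04). Genes of the proteasome core held 0 of 33 (adjusted p = 1). Of these 33, 0 were called higher and 0 lower in the mutant on OP50. Their count was therefore fixed in advance and says nothing about restoration. C-type lectins held 13 of 105 (adjusted p = 0.0012), cytochrome P450 genes 9 of 57 (adjusted p = 0.0014) and pals genes 5 of 20 (adjusted p = 0.0030). Heat shock genes held 1 of 21 (adjusted p = 0.84), and the families of membrane transporters defined here held 4 of 79 (adjusted p = 0.64). Members of a family can share reads and be regulated together, so these p-values, which treat genes as independent, are too small. A gene could be restored only if it was called on OP50, while the background held all genes tested. The test therefore mixes a change in the mutant with restoration. On OP50, 18 C-type lectins were called higher and 15 lower, and 44 and 80 of the F-box, MATH and BTB genes.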

WormCat 2.0^24^ gene set analysis of the BW25113-restored genes revealed significant enrichment in stress response, proteolysis/proteasome, and transmembrane transport pathways (Fig. 1f). In contrast, BW25113 had minimal effect on splicing profiles, with no significant restoration observed (Table S2, Figure S1k). Validation of two established *rnp-6*-dependent splicing targets, *tcer-1* and *tos-1*, confirmed this observation (Figure S1l–m). Together, these findings suggest that K12-type *E. coli* alleviates *rnp-6(G281D)* phenotypes through mechanisms downstream of, or independent from, splicing activity.

Analysis of our RNA-seq data revealed that the expression of *Y41C4A.32*, an ortholog of human COPI coat complex subunit beta 2 (*COPB2*), was among the strongest upregulated by *rnp-6(G281D)* mutation, and conversely suppressed by *E. coli* K12 (Fig. 1e). This gene, previously annotated as *Y41C4A.11*, has been commonly used to assess innate immune and endoplasmic reticulum (ER) stress responses^25–28^. *rnp-6(G281D)* did not cause significant splicing changes in *Y41C4A.32* mRNA (Table S2). 

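Y41C4A.32 (WBGene00270321) lies on chromosome III of WBcel235 from 11721706 to 11723607. Its normalized count was 80.3 ± 11.0 (SD, n = 4) in wild type on OP50 and 3254 ± 1169 in rnp-6(G281D) on OP50, a 40.5-fold difference of the means. On BW25113 it was 89.9 ± 60.3 in wild type and 229 ± 84.7 in rnp-6(G281D). The log2FC of rnp-6(G281D) against wild type on OP50 was 5.27 (standard error 0.19, adjusted p = 3.3e-08 from limma), the rank of 7 among the 932 genes called higher. In rnp-6(G281D), BW25113 against OP50 gave a log2FC of -3.84 (standard error 0.27, adjusted p = 4.9e-06), the rank of 5 among the 1140 genes called lower. In each of these comparisons the 4 samples of one group all lay above those of the other (exact permutation test, p = 0.0286). The diet effect differed between the genotypes by -3.82 (standard error 0.46, adjusted p = 5.0e-05). On BW25113 the mutant remained higher than wild type in limma (log2FC 1.45, adjusted p = 0.0215), while the exact permutation test of those 8 values gave p = 0.0571. With each OP50 sample left out in turn, the log2FC on OP50 stayed between 5.05 and 5.36. A single sample, rnp-6(G281D) OP50 replicate 4, had 5005 normalized counts against 2611 to 2764 in the other 3, and wild type BW25113 replicate 3 had 180 against 56.7 to 62.5.

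Y41C4A.11 (WBGene00012757) is listed as a gene of its own, from 11719860 to 11721077, and its level did not differ (log2FC -0.07, standard error 0.26, adjusted p = 0.88). In the FPKM table this difference changed sign, to 0.10.

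**Figure D1:**
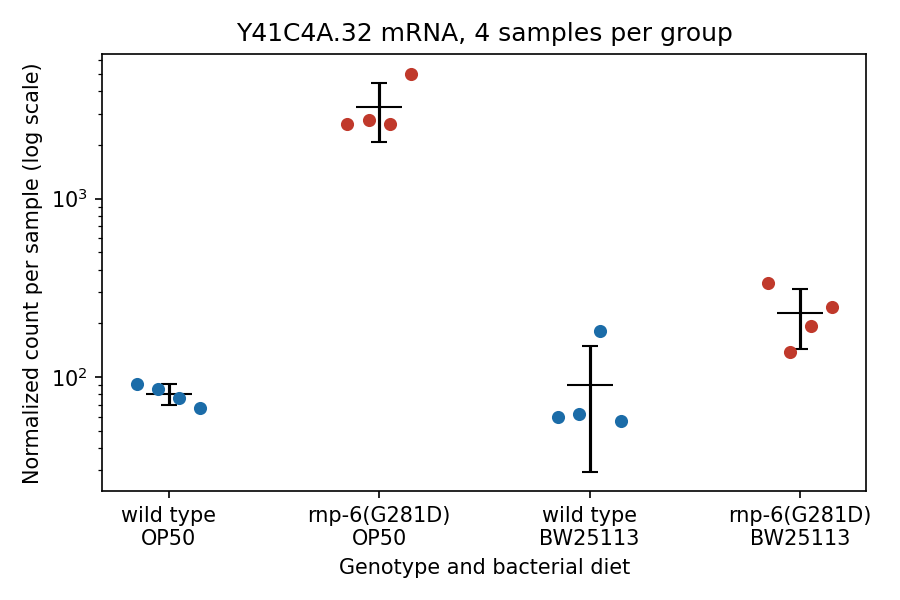
Normalized count of Y41C4A.32 on a log scale for each sample, by genotype and diet; points are samples, the long bar is the mean and the error bar the SD of 4 samples. The rnp-6(G281D) samples on OP50 lie between 2611 and 5005, above every other sample.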

Quantitative RT-PCR confirmed a ~ 40-fold increase in *Y41C4A.32* transcript levels on OP50 diet, which was almost completely reversed by BW25113 (Fig. 1g). We thus purposed *Y41C4A.32* as a robust marker for dissecting bacteria-host interactions. To this end, we generated an endogenous C-terminal mNeonGreen fusion via CRISPR/Cas9 genome editing. Consistent with our RNA-seq and RT-qPCR results, *Y41C4A.32::mNeonGreen* expression increased by ~ 10-fold in *rnp-6(G281D)* mutants compared to wild-type controls on OP50, but was substantially suppressed by BW25113 (Fig. 1h). Expression of transgenic wild-type *rnp-6* fully normalized *Y41C4A.32* levels in *rnp-6(G281D)* mutants, confirming *Y41C4A.32* expression as a faithful readout of activity downstream of RNP-6 (Figure S1n–o).

### Complementary genetic screens identify vitamin B_12_ as a key alleviator of rnp-6(G281D) phenotypes

Utilizing the *Y41C4A.32* reporter strain, we performed a two-way genetic screen to identify K12-type *E. coli*-derived nutrients/metabolites and their corresponding host effectors (Fig. 2a). We took advantage of the Keio *E. coli* mutant library, which encompasses two independent single-gene knockout mutants for 3,985 nonessential genes in the BW25113 background^29^. We posited that deletion of genes crucial for the rescue metabolite production or transport would specifically de-repress (i.e., reactivate) *Y41C4A.32* reporter expression in *rnp-6* mutants maintained on *E. coli* K12 diet. After two rounds of screening a total of 7970 Keio strains, we confirmed nine bacterial mutants that enhanced *Y41C4A.32* expression relative to the parental strain (Fig. 2b). These candidate genes are involved in various biological processes, including cytoskeleton formation (*yfgA*), membrane transport (*tonB*, *btuF* and *znuB*), and purine metabolism (*purA*) (Table S5). Notably, both BtuF and TonB are core components of the *E. coli* cobalamin uptake system^30^ (Fig. 2c), suggesting that VB12 or related metabolites mediate the rescue effect. Subsequent phenotypic analysis revealed that deletion of *btuF* or *tonB* in BW25113 also mimics OP50 *E. coli* effects, resulting in smaller body size of *rnp-6* mutants (Figure S2a–b). In contrast, deletion of other putative VB12 transporters (*btuB*, *btuC* and *btuD*) had negligible effects (Figure S2a–b), indicating *btuF* and *tonB* act as rate-limiting components in VB12-associated rescue.

*E. coli* strains cannot synthesize VB12 and largely rely on environmental scavenging^31^. Previous studies have shown that OP50 accumulates less VB12 than *E. coli* K12^32,33^, providing a plausible explanation for the strain-specific rescue of *rnp-6(G281D)*. Accordingly, we hypothesized that VB12 supplementation of OP50 would mimic the beneficial effects of a K12-type *E. coli* diet. Indeed, adding 1 nM VB12 throughout development to *rnp-6(G281D)* mutants fed on OP50 suppressed *Y41C4A.32* reporter expression and restored body size to levels comparable with BW25113-fed worms (Fig. 2e–f, Figure S2c–d). VB12 rescued *rnp-6(G281D)* phenotypes even when cultured on UV-killed OP50, demonstrating a direct effect on the worm, independent of bacterial metabolism (Figure S2e–f). VB12 also alleviated other *rnp-6(G281D)* phenotypes, including slower growth rate, cold tolerance, and reduced fecundity (Figure S2g–i), confirming its role as the active metabolite mediating rescue. Surprisingly, VB12 supplementation did not reverse the *rnp-6(G281D)* longevity phenotype (Fig. 2g), indicating that *E. coli* K12-derived and VB12-mediated effects on lifespan are separable. To determine the window of action, we supplemented worms with VB12 at different developmental stages. We found that VB12 treatment before the L4 larval stage fully restored normal development, matching the efficacy of continuous treatment (Figure S2j–k). Even a brief 24-hour treatment from the young adult stage onwards significantly increased body size and suppressed reporter expression (Figure S2j–k), underscoring VB12’s potent effect on *rnp-6(G281D)* development.

Given that *rnp-6(G281D)* is a specific hypomorphic allele, we investigated whether VB12’s benefits extend to broader forms of RNP-6 insufficiency that mimic the partial loss-of-function features of *PUF60* pathogenic variants in Verheij syndrome. To this end, we engineered an inducible RNP-6 loss-of-function strain using the auxin-inducible degradation (AID) system (Figure S2l)^34^. Consistent with previous data showing that *rnp-6* null mutants are embryonic lethal and complete knockdown in early life triggers larval arrest^35–37^, increasing auxin (K-NAA) doses yielded graded phenotypes and recapitulated VRJS-like defects in our system: 0.5 μM K-NAA reduced RNP-6 levels and body size (Figure S2m–n), whereas doses at 4 μM or above caused larval arrest (Figure S2n–o). Of note, partial depletion (0.5 μM K-NAA) activated the *Y41C4A.32* reporter and impaired growth (Fig. 2h). Under these graded conditions of RNP-6 deficiency, VB12 supplementation restored body size and suppressed reporter induction (Fig. 2h–j). These results support the notion that both *rnp-6(G281D)* and the AID-mediated partial depletion model pathogenic PUF60 haploinsufficiency, pointing to VB12 as a potential metabolic intervention.

### Vitamin B_12_ rescues rnp-6(G281D) mutant defects through methionine metabolism

Meanwhile, we performed EMS mutagenesis screens to identify host factors mediating rescue by K12-type *E. coli* (Figure S3a). As with the bacterial screen, we reasoned that mutations disrupting key host genes would de-repress *Y41C4A.32* expression in *rnp-6(G281D)* mutants fed BW25113. After screening ~ 20,000 haploid genomes, we isolated 84 mutants that suppressed the rescue efficacy of BW25113 on reporter expression (Fig. 3a). Through Hawaiian SNP mapping and whole-genome sequencing^38^, we identified causative genes for 20 mutants. Excitingly, three of these genes, *pmp-5*, *mtrr-1*, and *mthf-1*, are directly involved in the VB12-dependent methionine synthesis cycle (Fig. 3b–c). *pmp-5* encodes the ortholog of human ABCD4 vitamin B_12_ transporter^39^, *mtrr-1* encodes the MTRR methionine synthase reductase^40^, and *mthf-1* encodes the MTHFR methylene-tetrahydrofolate reductase^40^. All three genes have been implicated in the “vitamin B_12_-mechanism-II” transcriptional response that senses and compensates for perturbed Met/SAM cycle activity^41^. Hence, convergent *E. coli* and *C. elegans* genetic screens strongly implicate VB12-dependent methionine metabolism as a critical modulator of *rnp-6(G281D)* phenotypes. To further validate this, we directly tested whether VB12-dependent enzymes were required for the rescue effect of BW25113 diet and VB12. Vitamin B_12_ serves as a known cofactor for two enzymes: methionine synthase (*metr-1*), which catalyzes the conversion of homocysteine to methionine, and L-methylmalonyl-CoA mutase (*mmcm-1*), which converts L-methylmalonyl-CoA to succinyl-CoA^40^. We found that the deletion of *metr-1*, but not *mmcm-1*, completely abolished the benefits of BW25113 and VB12 on *rnp-6(G281D)* mutants (Fig. 3d–e). As expected, supplementation with the *metr-1* downstream product, methionine, was sufficient to bypass the requirement for *metr-1* (Fig. 3f–g). Altogether, these findings suggest that *rnp-6* mutants grown on OP50 are deficient in methionine metabolism and/or downstream pathways, which can be restored by stimulating VB12-dependent methionine production. However, additional mutation of methionine biosynthesis pathway components reinstates methionine deficiency, which is rescuable by (exogenous) methionine itself.

We next asked how pathways downstream of methionine production interact with *rnp-6* mutant phenotypes. An important product of the methionine cycle is SAM, the principal methyl donor produced by SAM synthetase (*sams-1*)^42^. We found that deletion of *sams-1* fully abolished the rescue by BW25113, VB12 and methionine in *rnp-6(G281D)* mutants (Fig. 3h–i), indicating a crucial role for SAM or SAM-dependent metabolites. Among other functions, SAM is essential for the *de novo* synthesis of PC^43,44^, a key component of cellular membranes^45^. PC can also be synthesized in a SAM-independent manner via the Kennedy pathway, which utilizes dietary choline^46^ (Fig. 3b). Consistent with this framework, choline supplementation reduced *Y41C4A.32* expression, rescued body size defects, and importantly, bypassed the requirement for *sams-1* in *rnp-6(G281D)* mutants (Fig. 3j–k). These findings support a model in which SAM-dependent phosphatidylcholine synthesis constitutes a major downstream mechanism by which K12-type *E. coli* and VB12 rescue *rnp-6* mutant phenotypes.

### rnp-6(G281D) mutation disrupts methylation potential and phosphatidylcholine metabolism

Our genetic data suggest that *rnp-6(G281D)* perturbs the methionine cycle and/or PC metabolism when grown on OP50. To examine this directly, we performed metabolomic and lipidomic analyses on *rnp-6(G281D)* and wild-type worms grown on OP50, OP50 + VB12, and BW25113 (Figure S4a). Mass spectrometry (MS)-based metabolomics identified 115 metabolites spanning amino acid, nucleotide, glucose, and polyamine metabolism (Table S6). Using MetaboAnalyst^47^, we observed that *rnp-6(G281D)* grown on OP50 significantly altered the abundance of 56 metabolites (FDR < 0.05, |log_2_FC| >0.5) (Fig. 4a–b). These metabolites were enriched in TCA cycle (succinate, citrate, malate), pyrimidine metabolism (CTP, UTP, CDP), purine metabolism (AMP, IMP, GMP), as well as the one-carbon pool by folate (SAM and SAH) (Figure S4b). Notably, the levels of SAM, SAH, and the SAM/SAH ratio were significantly decreased in *rnp-6(G281D)*, while levels of methionine, homocysteine or Met/Hcy ratio remained unchanged (Fig. 4c). This pattern suggests that *rnp-6(G281D)* may impact cellular methylation potential^48^ (i.e., SAM/SAH ratio) rather than steady-state concentrations of these metabolites. Both BW25113 *E. coli* and VB12 supplementation significantly increased methylation potential (Fig. 4d), confirming the central role of SAM-mediated methylation deficiency in *rnp-6* mutant phenotypes. Interestingly, several other metabolites were also rescued by BW25113 and VB12 (Fig. 4b, S4c, Table S6). These included intermediates in TCA cycle and gluconeogenesis (malate, phosphoenolpyruvate) (Figure S4d–e), amino and nucleotide sugar metabolites (UDP-N-acetyl-alpha-D-glucosamine, UDP-N-acetyl-D-galactosamine) (Figure S4f–g), tryptophan metabolism components (kynurenine, tryptophan) (Figure S4h–i), and mitochondrial β-oxidation-related acylcarnitines (propionylcarnitine, butyrylcarnitine) (Figure S4j–k). Further, the oxidized-to-reduced glutathione ratio, a marker for cellular oxidative stress, was significantly elevated in *rnp-6* mutants and suppressed by BW25113 and VB12 (Figure S4l-m), indicating perturbed redox balance.

MS-based lipidomics on the same sample set detected 18 lipid classes encompassing 735 species, of which the most abundant classes were phosphatidylethanolamine (PE), phosphatidylcholine (PC), and triacylglycerol (TG) (Table S7). The *rnp-6* mutation broadly altered lipid composition (Fig. 4e), significantly changing the abundance of 339 lipids across 14 classes (FDR < 0.05, |log_2_FC| >0.5) (Fig. 4f–g). Notably, we found that PC were dramatically decreased, while PE were increased (Fig. 4g), resulting in a significant elevation of the PE/PC ratio (Figure S5b). This pattern is consistent with impaired SAM-dependent PC synthesis in *rnp-6(G281D)* mutants. A detailed examination with individual lipids showed that TGs exhibited a biphasic response: of the 100 significantly altered TG lipids, 42% were downregulated, whereas 58% were upregulated (Fig. 4f). More interestingly, the upregulated TGs contained longer and more unsaturated fatty acid chains (58 carbons, 8 double bonds on average) than downregulated TGs (50 carbons, 2 double bonds on average) (Fig. 4h). Given the link between membrane phospholipid unsaturation and cold adaptation^49^, the observed lipid changes likely contribute to the enhanced cold tolerance observed in *rnp-6* mutants. BW25113 feeding and VB12 supplementation exerted similar effects on the lipidome (Fig. 4e), restoring the levels of 269 and 277 lipids, respectively. 252 lipids were shared between the two treatments (Fig. 4f, S5a). The relative abundance of 12 lipid classes and the PE/PC ratio were significantly rescued (Fig. 4g, Figure S5b–c). These findings demonstrate that disrupted lipid metabolism is a major driver of *rnp-6* mutant defects and suggest that K12-type *E. coli* and VB12 rescue *rnp-6* defects mainly through lipid remodeling. 

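The 25 lipid-metabolism genes that the paper names one by one were looked up in the comparison of rnp-6(G281D) with wild type on OP50. All 25 passed both thresholds when adjusted over all genes tested, 13 higher and 12 lower in the mutant, and 25 passed when adjusted over the list alone. The paper chose the list on these samples, so neither number is independent evidence. Log2FC values ran from -3.51 (dhs-26) to 1.94 (fat-5). The desaturase fat-7 was at 3951 ± 512 normalized counts (SD, n = 4) in wild type and 13374 ± 2129 in the mutant (log2FC 1.76, standard error 0.11, adjusted p = 1.7e-06 from limma). The peroxisomal acyl-CoA oxidase acox-1.2 was at 988 ± 146 in wild type and 370 ± 51.4 in the mutant (log2FC -1.41, standard error 0.12, adjusted p = 1.2e-05). Several of these genes belong to families of similar sequence, such as fat-5, fat-6 and fat-7, whose reads the authors' counting could have split. In the FPKM table 2 calls were lost, that of acs-9 (log2FC -0.49) and that of ckb-2, whose log2FC went from 0.68 to -0.03. The call of acs-1 (log2FC 0.53) was lost without wild type OP50 replicate 3 (0.48) and without rnp-6(G281D) OP50 replicate 4 (0.49).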

Supporting these metabolomic findings, transcriptomic analysis revealed dysregulation of 78 lipid-metabolism genes in *rnp-6(G281D)* mutants on OP50 (Figure S5d), including peroxisomal acyl-CoA oxidases (*acox-1.2, 1.3, 1.5, 3*), fatty acid CoA synthetases (*acs-1, 2, 7, 9*), desaturases (*fat-2, 5, 6, 7*), short-chain dehydrogenases (*dhs-2, 4, 19, 23, 26, 31*), lipid-binding proteins (*lbp-5, 6, 7*), and glycerophospholipid remodeling enzymes (*ckc-1, ckb-2, eppl-1, acl-12*). Feeding BW25113 significantly restored the expression of more than half (41/78) of these genes, including *fat-2, 5, 6, 7*; *acox-1.2, 1.3, 1.5*; *acs-1,2*; *lbp-5,6*; *and ckc-1, ckb-2, acl-12* (Figure S5d).

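Of the 14 genes named as restored, 14 moved in the direction of wild type in rnp-6(G281D) on BW25113. Of these, 8 were also called in the diet comparison with an absolute log2FC over 0.5 (8 when adjusted over the list alone). Some went past the wild-type OP50 mean: acox-1.5 to 658 normalized counts (wild type 1104), ckb-2 to 929 (1266) and acs-2 to 581 (708). With no fold change threshold in the diet comparison, an alternative chosen after the values were seen, 14 were restored. The log2FC of BW25113 against OP50 in rnp-6(G281D) ran from -1.55 (acox-1.5) to 1.23 (acox-1.2). For fat-7 it was -1.08 (standard error 0.10, adjusted p = 3.9e-05 from limma). Wild type had the same fall in fat-7 on BW25113 (log2FC -1.09, adjusted p = 1.2e-04), the diet effect did not differ detectably between the genotypes (0.02, standard error 0.16, adjusted p = 0.97), and on BW25113 the mutant remained above wild type (log2FC 1.78, adjusted p = 4.7e-07). The fall in acox-1.5 also occurred in wild type (log2FC -0.90, adjusted p = 8.9e-05) but was larger in the mutant (difference -0.65, adjusted p = 0.0111). For fat-6 it was -0.28 (standard error 0.05, adjusted p = 0.0030), short of the fold change threshold. The genes fat-2 (-0.48), lbp-6 (-0.43), acl-12 (-0.42), ckc-1 (0.42) and acs-1 (-0.27) were also short of it. The value of fat-2 passed it when samples were scaled to the same total of normalized counts, in the FPKM table and without rnp-6(G281D) OP50 replicate 3 (-0.50, just past the threshold, in the first and the last). The call of lbp-5 (-0.53) was lost under quantile normalization and without rnp-6(G281D) OP50 replicate 4, that of acox-1.3 (0.65) in the FPKM table (0.50, just under the threshold), and that of ckb-2 (-1.11) in the FPKM table (-0.08). Without rnp-6(G281D) BW25113 replicate 3, acl-12 was called (-0.51).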

Previous studies have shown that amino acid starvation (e.g., methionine restriction), or lipid dysregulation (e.g., PE/PC imbalance), can trigger the ISR and ER stress-related pathways^25,50–53^. Reflecting this, we detected robust phosphorylation of eukaryotic initiation factor 2α (eIF2α), an established marker of ISR activation^54^, in *rnp-6(G281D)* mutants grown on OP50 (Figure S5e–f). Consistently, the bZIP transcription factor GCN4/ATF-4, a central ISR effector^55,56^, was markedly elevated in *rnp-6(G281D)* on OP50 and effectively suppressed upon VB12 supplementation (Figure S5g–h), indicating restoration of ISR activity. In contrast, expression of *hsp-4*, a canonical ER-stress marker, and cpl-1*, an ER-associated degradation substrate^57,58^, was not induced by *rnp-6* mutation (Figure S4i–l). Collectively, these findings unveil a novel link from splicing dysfunction to ISR activation, rather than canonical ER stress, in *rnp-6* mutants.

### rnp-6(G281D) mutation causes aberrant splicing of methionine metabolism-related genes

Building on our findings of SAM and PC metabolic disruption, we sought to understand the proximal molecular mechanisms. Since RNP-6 primarily regulates pre-mRNA splicing, we focused on the aberrant splicing landscape mentioned above (Figure S1j, Table S2). Among 638 significant splicing alterations, intron retention (IR) and cassette exon skipping (SE) predominated (Fig. 5a). Nearly all IR events (315 out of 330 events) increased, whereas most SE events (217 out of 227 events) decreased (Fig. 5b), confirming widespread disruption of canonical splicing in *rnp-6(G281D)*. Gene set enrichment analysis revealed an overrepresentation of metabolic pathway genes (Fig. 5c), notably those involved in lipid (*eppl-1, haao-1, cka-1, pcyt-2.1*) and one-carbon metabolism (*metr-1, cbl-1*) (Figure S6a). We also detected an enrichment of transcription factors, including *atfs-1*, *nhr-68*, and *nhr-114*, which are involved in methionine and lipid metabolism^41,59,60^. Together, these findings implicate aberrant splicing of metabolism-related genes as a driver of *rnp-6* mutant defects. metabolism^41,59,60^.

To pinpoint critical splicing targets, we filtered for metabolism-related genes and transcription factors with robust splicing changes (adjusted p-value < 0.05, ΔPSI > 0.1). This yielded 64 events, primarily involving increased intron retention or exon skipping (49/64; Table S8). Given that intron retention or exon skipping typically impairs gene function^61,62^, we conducted a targeted RNAi screen of 41 genes representing these events. In particular, we searched for candidates that phenocopied *rnp-6(G281D)*, that is, decreased body size and/or enhanced *Y41C4A.32* reporter expression in the wild-type background. In total we identified nine RNAi clones that decreased body size (> 5%) and twelve that increased *Y41C4A.32* reporter expression (> 10%) (Fig. 5d–e; Table S9). Of those candidates, six affected both phenotypes, including *nhr-114*, *cbl-1*, and *eppl-1* (Fig. 5d–e). Interestingly, these genes converge on the same metabolic network: *nhr-114* encodes an ortholog of hepatocyte nuclear factor 4 (HNF4), a key transcriptional factor regulating methionine metabolism and lipid homeostasis in *C. elegans*^41,60,63^; *cbl-1* encodes a cystathionine-beta-lyase, which converts cystathionine to homocysteine, feeding into the methionine cycle; *eppl-1* encodes an ortholog of ETNPPL ethanolamine-phosphate-phospho-lyase, which affects phosphoethanolamine metabolism.

Among these candidates, *nhr-114* showed the strongest effect on both phenotypes (Fig. 5d–e, S6b–d). Deletion of *nhr-114* causes polyunsaturated fatty acid accumulation and PC depletion, both of which are reversible by VB12 or choline supplementation^60,64^. RT-PCR analyses confirmed that the *rnp-6(G281D)* mutation increased retention of *nhr-114* intron 4 by approximately 20% (Fig. 5f–g). Intron 4 harbors a relatively weak 3’ splice site, and its inclusion introduces a premature stop codon (Fig. 5k), likely triggering nonsense-mediated mRNA decay and reducing protein expression. 

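The gene nhr-114 (WBGene00003704) lies on chromosome V of WBcel235 from 4187202 to 4190008. On OP50 it was measured at 3217 ± 636 normalized counts (SD, n = 4) in wild type and 2245 ± 468 in rnp-6(G281D), a log2FC of -0.52 (standard error 0.17, adjusted p = 0.0359 from limma). The ranges overlapped, from 2572 to 3865 in wild type and from 1597 to 2677 in the mutant (exact permutation test, p = 0.0571). Samples with the same replicate number deviated together across genes, and in all 4 same-numbered pairs the mutant was the lower. With the replicate number as a block the adjusted p was 7.7e-05. The call without the block was lost with no filter on low counts (adjusted p = 0.152), in the FPKM table (0.0517) and in 4 of the 8 fits that each left out a sample. The log2FC over those 8 fits ran from -0.62 to -0.37, the last without rnp-6(G281D) OP50 replicate 3. On BW25113 the means were 2698 ± 616 in wild type and 1829 ± 364 in rnp-6(G281D) (log2FC -0.55, adjusted p = 0.0544, and 6.4e-06 with the block). Between the diets in rnp-6(G281D) the log2FC was -0.29 and not called (adjusted p = 0.257), which does not exclude a fall of that size. With the block the adjusted p was 0.0016, but in this comparison the same-numbered samples did not show pairing across genes. For nhr-114 itself, seen afterwards, replicate 1 was highest and replicate 3 lowest in each group. Each rnp-6(G281D) sample was lower on BW25113 than on OP50 at the same number (2677 to 2168, 2467 to 2064, 1597 to 1364 and 2238 to 1721). The fit without the block counts this shared spread as noise.

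**Figure D2:**
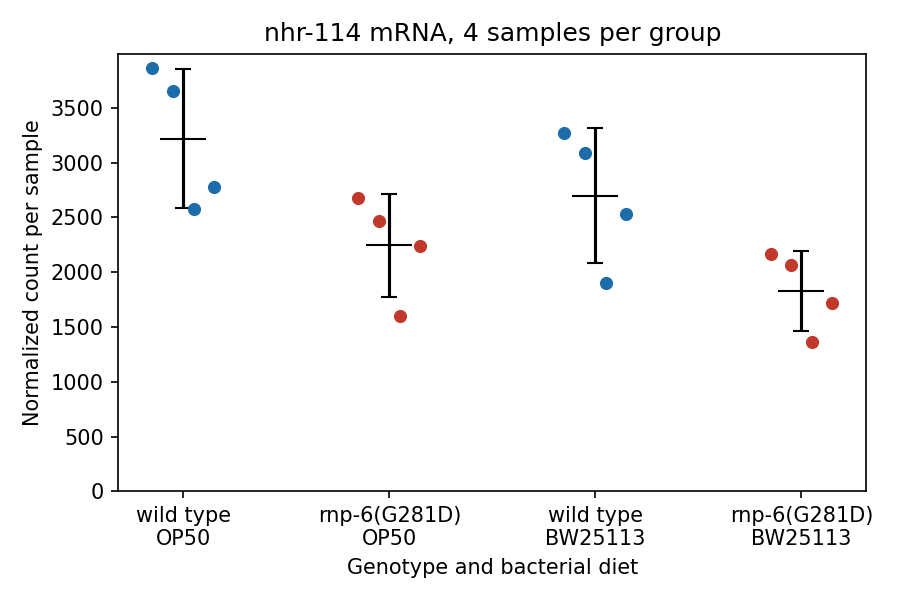
Normalized count of nhr-114 for each sample, by genotype and diet; points are samples in order of replicate number, the long bar is the mean and the error bar the SD of 4 samples. On OP50 the wild-type samples lie between 2572 and 3865 and the rnp-6(G281D) samples between 1597 and 2677.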

Consistently, both *nhr-114* mRNA and protein levels were significantly diminished in *rnp-6(G281D)* mutants compared to wild-type controls (Fig. 5h–j). Of note, a gain-of-function mutation with *rbm-39*^22^, a splicing factor known to interact with *rnp-6*, markedly suppressed intron 4 retention in *rnp-6(G281D)* mutants (Figure S6d), supporting the notion that *nhr-114* intron 4 is a direct splicing target of the RNP-6/RBM-39 complex.

To further elucidate the functional relationship between *nhr-114* and *rnp-6*, we reanalyzed publicly available RNA-seq data of the *nhr-114* null mutant^60^ and compared it with the *rnp-6(G281D)* transcriptome. As reported^60,63^, *nhr-114* deletion caused widespread transcriptional changes, altering the expression of 4,235 protein-coding genes (DEseq2, adjusted p-value < 0.05, |log_2_FC| >0.5) (Table S10). 483 of these genes were also significantly altered in *rnp-6(G281D)* (overlap significance, p < 5e-12) (Figure S6e–f; Table S10). In particular, genes related to lipid metabolism were significantly enriched (Figure S6g), including peroxisomal acyl-CoA oxidases (*acox-1.2, 1.3*), fatty acid desaturases (*fat-2, 5, 6, 7*), lipid binding proteins (*lbp-5, 6, 7*), and phospholipid-remodeling genes (*ckb-2, acl-12*) (Table S10). 

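Only the rnp-6(G281D) side of this overlap was analysed here. All 11 lipid-metabolism genes named in it were called in rnp-6(G281D) against wild type on OP50, 9 higher and 2 lower, and 11 when adjusted over the list alone. On BW25113 the 11 moved in the opposite direction in the mutant, and 7 of them passed the thresholds for restored genes. The lipid-binding protein gene lbp-7 was at 334 ± 10.0 normalized counts (SD, n = 4) in wild type and 616 ± 79.9 in rnp-6(G281D) on OP50. On BW25113 it was at 280 ± 26.5 in wild type and 403 ± 26.5 in rnp-6(G281D), where the mutant was still called higher (log2FC 0.53, adjusted p = 0.0018 from limma). Its diet effect did not differ detectably between the genotypes (-0.34, adjusted p = 0.13 from limma).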

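In rnp-6(G281D) against wild type on OP50, dao-3 (WBGene00000929) had a log2FC of -0.26 (standard error 0.05, adjusted p = 0.0025 from limma), from 1094 ± 53.4 to 915 ± 42.7 normalized counts (SD, n = 4). The log2FC of ahcy-1 (WBGene00019322) was -0.15 (standard error 0.06, adjusted p = 0.0775), from 67388 ± 5050 to 60889 ± 3916 normalized counts, a difference that did not pass the adjustment; with the replicate number as a block the adjusted p was 0.0062.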

Using a less stringent cutoff (adjusted p-value < 0.05, |log_2_FC| >0.1), we also observed overlap of one-carbon cycle genes (*ahcy-1, dao-3*) (Table S10). Less than 4% (18/483) of the overlapped differentially expressed genes displayed aberrant splicing in *rnp-6* mutants (overlap significance, p < 0.102) (Table S10), supporting separable splicing and transcriptional contributions. Strikingly, ~ 60% (288/483) of the shared genes were rescued by VB12 supplementation in the *nhr-114* mutant and by BW25113 feeding in the *rnp-6* mutant (Figure S6h, Table S10), suggesting common downstream pathways. These findings strongly implicate intron retention-induced *nhr-114* loss-of-function as a key mediator of *rnp-6(G281D)* transcriptomic changes and suggest that splicing and transcriptional programs converge on the Met/SAM/PC axis to cause the observed phenotypes.

To directly test this hypothesis, we generated two *nhr-114* alleles manipulating intron 4 retention: *nhr-114(i4+)*, with three thymine-to-adenine substitutions at the 3’ splice site to enhance intron retention, and *nhr-114(i4–)*, with complete intron 4 deletion (Fig. 5k). RT-PCR verified the intended splicing alterations (Figure S6i-j). As predicted, *nhr-114(i4+)* phenocopied *rnp-6(G281D)*, reducing body size, robustly activating the *Y41C4A.32* reporter, and increasing cold tolerance in the wild-type background, while not further elevating *Y41C4A.32* expression in *rnp-6(G281D)* mutants (Fig. 5m–o). Conversely, the *nhr-114(i4–)* allele alone produced no overt phenotype in wild-type animals (Fig. 5m–o), but significantly suppressed multiple *rnp-6(G281D)* phenotypes, including *Y41C4A.32* reporter expression, cold tolerance, and body size defects (Fig. 5m–o). Taken together, these results provide compelling evidence that intron 4 retention of *nhr-114* is a major driver of *rnp-6* mutant pathology.

Next, we asked whether the *rnp-6* mutation-associated metabolic changes hold true for other splicing factors. Pre-mRNA processing factor 19 (*PRPF19/prp-19*) encodes a key component of the spliceosome and is an essential splicing factor whose mutations are associated with developmental delay and neurological defects in humans^65^. To determine whether *prp-19* deficiency disrupts metabolism, we utilized public RNA-seq datasets^66^ to perform transcriptional and splicing analysis. *prp-19* disruption altered the expression of 2776 genes (adjusted p-value < 0.05, log_2_FC > 1) (Figure S7a, Table S11). Similar to the *rnp-6* mutant, *nhr-114* and *Y41C4A.32* mRNA levels were significantly downregulated and upregulated, respectively (Figure S7a). Gene set enrichment analysis identified metabolism as one of the most enriched categories, with the majority of metabolic genes downregulated, including those involved in one-carbon (1CC) (e.g. *cbl-1, ahcy-1, mmcm-1*) and phospholipid metabolism (e.g. *ckb-4* and *pcyt-2.1*) (Figure S7b-c). 1184 splicing events were significantly altered (adjusted p-value < 0.05, ΔPSI > 5%) (Figure S7d, Table S12). In line with the DEGs, the metabolism category was enriched among the DSGs, including genes related to 1CC metabolism (e.g. *cblc-1*, *metr-1* and *sams-1*) and phospholipid metabolism (e.g. *ckc-1* and *pcyt-2.1*) (Figure S7e-f). Of note, *prp-19* depletion also significantly increased *nhr-114* intron retention (Figure S7f), suggesting that aberrant *nhr-114* splicing may represent a shared mechanism underlying distinct spliceosomeopathies. RNAi-mediated knockdown of *prp-19* significantly induced *Y41C4A.32::mNG* reporter expression and reduced body size, whereas boosting 1CC metabolism through methionine supplementation rescued both phenotypes (Figure S7g-i). These findings together suggest that splicing factor inhibition may converge on shared downstream pathways, triggering similar metabolic responses. Dysregulated metabolism may thus represent a common feature of spliceosome-related diseases.

Lastly, we explored the physiological regulation of *nhr-114* splicing. Dietary restriction (DR) decreases SAM levels in flies and mice^67–69^, and DR-induced longevity is mediated by *sams-1* in *C. elegans*^70,71^. Further, nutrient-sensing pathways have been shown to regulate splicing and metabolism^72^. We hypothesized that nutrient availability modulates SAM metabolism partially through *nhr-114* splicing. We therefore investigated *C. elegans* adult reproductive diapause (ARD), a state induced by long-term fasting and associated with downregulation of RNA processing complexes^73,74^. Under ARD conditions *nhr-114* intron 4 retention was significantly increased by ~ 10% relative to fed controls (Figure S7k), accompanied by reduced levels of *nhr-114* mRNA (Figure S7l). These findings suggest that nutrient status modulates *nhr-114* splicing and the associated SAM/phospholipid metabolic network.

### Vitamin B_12_ activates mTOR signaling to rescue rnp-6(G281D) mutant defects

mTOR signaling orchestrates key processes of development, growth, and metabolism^75^. Previously, we showed that *rnp-6(G281D)* mutation inhibits mTORC1 activity when worms are fed OP50^22^. Here, we asked whether VB12 supplementation could restore mTORC1 function in these mutants. To this end, we (i) measured phosphorylation of AMPK, a cellular energy sensor inversely related to mTORC1 activity, and (ii) monitored nuclear localization of HLH-30, the *C. elegans* ortholog of TFEB, whose nuclear translocation is suppressed by active mTORC1 signaling^76–78^. Consistent with mTORC1 inhibition, *rnp-6(G281D)* mutants on OP50 exhibited elevated AMPK phosphorylation (Fig. 6a–b) and increased HLH-30 nuclear localization (Fig. 6c–d). Remarkably, VB12 supplementation reversed both phenotypes, indicating a reactivation of mTORC1 signaling.

Next, we wondered whether mTORC1 activity is required for rescue of *rnp-6(G281D)* growth defects by VB12/Met/SAM/PC. Loss-of-function mutation of *raga-1*, a Rag GTPase essential for mTORC1 activation, further reduced the body size of *rnp-6* mutants and completely abolished the beneficial effects of K12-type *E. coli*, as well as VB12, methionine, and choline supplementation on body size in *rnp-6(G281D)* mutants (Fig. 6e). A *raga-1* single-copy insertion^78^ rescued body size in the *raga-1(lof);rnp-6* double mutant on OP50 and fully reinstated the rescue of body size upon VB12, methionine or choline supplementation (Fig. 6e). Altogether, these findings demonstrate that intact mTORC1 signaling is critical for mediating the rescue effect of VB12 and related metabolic interventions in *rnp-6(G281D)* mutants.

#### PUF60 deficiency impairs 1CC and phospholipid metabolism in human cells

Since RNP-6 deficiency induces aberrant splicing of 1CC and phospholipid metabolism genes in *C. elegans*, we wondered whether PUF60 deficiency has a similar effect in human cells. We mined public datasets in which the human lung adenocarcinoma cell line PC9 was subjected to PUF60 siRNA^79^. Based on our findings in worms, we reasoned that splicing defects would remain unchanged even when cells were cultured in the presence of VB12 and methionine-rich medium. We re-analyzed the data and identified 2599 splicing events (adjusted p-value < 0.05, Δpsi > 0.1) corresponding to 1730 genes (Figure S8a, Table S13). KEGG analysis of the aberrant spliced genes revealed the significant enrichment of metabolic pathways (Fig. 7a, Table S14). These include genes related to propanoate metabolism (*e.g*., ethylmalonyl-CoA decarboxylase 1 *ECHDC1/C32E8.9*, methylmalonyl-CoA epimerase *MCEE/mce-1*), choline metabolism (*e.g*., choline kinase alpha *CHKA/cka-2*), glycerophospholipid metabolism (diacylglycerol kinase *DGKQ/dgk-1*, phosphocholine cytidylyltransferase *PCYT1A/pcyt-1*, phosphatidate phosphatase *LPIN2/lpin-1*), cysteine and methionine metabolism (methionine synthase *MTR/metr-1*, kynurenine aminotransferase 1 *KYAT1/nkat-1*) and VB12 transport (*ABCD4/pmp-5*) (Fig. 7b). These results together imply that PUF60 deficiency might dysregulate 1CC and phospholipid metabolism through altered splicing.

Last, we sought to understand if the *PUF60* pathogenic mutation also affects metabolism in VRJS patients. To this end, we collected blood samples from 8 Verheij syndrome patients (6 males and 2 females) and 3 age-matched non-*PUF60* mutation controls (1 male and 2 females) and performed metabolomic and lipidomic analyses with plasma (Figure S8b). In total 103 metabolites and 653 lipid species belonging to 15 lipid groups were annotated (Table S15–16). Although variable, the VRJS samples clustered differently from controls in PCA plots (Figure S8c). Out of the 103 metabolites, 30 were significantly altered (p < 0.05, log2FC > 0.2) (Fig. 7c). Strikingly, tryptophan and methionine were among the most significantly changed metabolites, decreased by ~ 90% and ~ 85% in VRJS, respectively (Figure S8d-e). A handful of metabolites involved in TCA cycle, such as citrate, malate and fumarate, were upregulated in VRJS patients (Figure S8f-h). We were unable to quantify SAM or SAH as they were not detected in our plasma samples, due to low abundance. Levels of TG and LPE were significantly decreased, while the abundance of PC-O, hexose ceramide, ceramide and sphingomyelin lipid were significantly increased (P < 0.05) (Fig. 7c). Although the levels of PC remained unchanged, the levels of PE and the ratio of PC/PE were slightly increased (Fig. 7d). When we checked individual lipids, 94 were significantly changed (p < 0.05, log2FC > 0.2) (Fig. 7e). Consistent with the group analysis, most of the significantly altered PE and LPE were downregulated, while PC-O, sphingomyelin, ceramide and hexose ceramide were upregulated (Fig. 7e). Interestingly, we found that, similarly to *C. elegans*, the significantly upregulated TG lipids contained longer and more unsaturated fatty acid chains (59 carbons, 11 double bonds on average) than downregulated TGs (48 carbons, 2.5 double bonds on average) (Fig. 7f). Taken together, our results from human cell lines and patient plasma provide evidence that PUF60 deficiency might dysregulate sulfur amino acid and phospholipid metabolism.

## Discussion

Verheij syndrome remains an exceptionally rare and poorly understood genetic disorder with no targeted treatments to date. Albeit relatively simple, *C. elegans rnp-6* hypomorphic mutants recapitulate multiple features of VRJS such as smaller body size, growth delay, immune alterations, and neurological defects^7,9,10,12,14,15,80^, highlighting the nematode as a powerful system for dissecting the molecular and cellular mechanisms of PUF60 insufficiency-associated pathologies. Leveraging the *C. elegans rnp-6* mutant as an *in vivo* disease model, we found that VRJS-associated growth defects arise primarily from SAM/SAH and PE/PC imbalance. The metabolic impairments are cumulatively driven by aberrant splicing of one-carbon and phospholipid metabolism-related genes (such as *metr-1*, *cbl-1*, *eppl-1*) and *nhr-114*, a pivotal transcription factor of one-carbon and phospholipid metabolism. Reconstitution of SAM/SAH and PE/PC balance through supplementation of VB12, methionine, choline, or VB12-enriched bacteria can robustly rescue development (Fig. 7g). These interventions mechanistically converge on reactivating mTORC1 signaling, a key driver of development, establishing a direct link between splicing factor dysfunction, metabolic rewiring, and nutrient-sensing signaling networks. To our knowledge, this is the first study to integrate the aforementioned metabolic dysregulation with spliceosomopathies, and to identify vitamin B_12_ as a candidate therapeutic for VRJS-like pathologies.

*rnp-6* mutation disrupts expression and splicing of diverse metabolism-related genes (Table S1 and S2). By combining targeted RNAi screening, genetic epistasis analysis, and transcriptomic profiling, we identify aberrant intron retention of *nhr-114* as a critical node linking RNP-6 perturbation to downstream transcriptional and metabolic imbalances, thereby driving defects in *rnp-6* mutants. As *nhr-114*/*HNF4* homologs govern pivotal aspects of methionine and lipid homeostasis across species^41,60,63,81,82^, our findings offer a mechanistic bridge connecting spliceosomal dysfunction with metabolic dysregulation. Moreover, the novel observation that *nhr-114* splicing is dynamically regulated by both genetic perturbation and physiological states (such as fasting-induced diapause) further broadens the connection between nutrient-responsive control of RNA processing and cellular metabolism.

VB12 is an essential micronutrient critical for human health, particularly in preventing anemia and neurological dysfunction^16^. Clinically, VB12 supplements address malabsorption disorders such as pernicious anemia and gastrointestinal disorders^83^. Beyond these classic roles, emerging studies demonstrate that VB12 enhances somatic cell reprogramming and tissue repair in mammalian models^84^. In *C. elegans*, VB12 deficiency induces severe phenotypes, including cognitive impairment, growth retardation, infertility, and shortened lifespan^85,86^. Supplementation of VB12 mitigates amyloid-beta and dithiothreitol-induced toxicity in *C. elegans*^87,88^, highlighting its essential role in metabolic homeostasis. Our work extends these insights by demonstrating that VB12 supplementation rescues RNP-6 deficiency-associated spliceosomopathy, confirming the critical function of VB12 under both physiological and disease conditions.

Beyond the central role of SAM/SAH balance and phospholipid metabolism, our data also implicate additional metabolic pathways and organelles as contributors to VRJS-like defect manifestations. For example, metabolites related to the tricarboxylic acid (TCA) cycle (e.g., malate, phosphoenolpyruvate) and mitochondrial β-oxidation (propionylcarnitine and butyrylcarnitine) are reduced in *rnp-6* mutants, implying mitochondrial dysfunction. Supporting this, the mitochondrial stress reporter *hsp-6* is strongly induced in *rnp-6(G281D)* mutants and fully suppressed by the K12-type *E. coli* strain BW25113 (Figure S9a–b). This is also consistent with previous reports that link VB12 supplementation to improved mitochondrial function^89,90^. Moreover, crucial metabolites in the *de novo* NAD^+^ synthesis pathway, such as kynurenine and tryptophan, are reduced in *rnp-6* mutants and restored by BW25113 *E. coli* or VB12, hinting at dysregulated NAD^+^ metabolism in *rnp-6(G281D)* pathology. Additionally, metabolites associated with the glucosamine pathway appear dysregulated. A unifying notion is that *rnp-6* mutation induces a catabolic state of lower methylation capacity, mitochondrial function, and glucose metabolism, while VB12 reverses these features and re-establishes a more anabolic state, consistent with the activation of mTOR signaling.

Of particular interest is the induction of the integrated stress response in *rnp-6* mutants. The ISR is a conserved pathway for eukaryotic cells that limits protein synthesis and secretion to cope with diverse stresses^54^. The impact of the splicing machinery on ISR has been little explored, though a recent investigation shows that aberrant splicing of protein translation genes induces the ISR and inflammation-related gene expression in acute myeloid leukemia patients^91^. Our results provide direct evidence that splicing factor dysfunction triggers the ISR in *C. elegans*, in this case through phospholipid remodeling. Further research should help elucidate the detailed mechanisms.

Our study demonstrates that VB12 supplementation activates mTORC1 signaling to rescue growth and metabolic defects in the *rnp-6* mutant, revealing a novel mechanistic link between micronutrient status and spliceosomal dysfunction. Previous work showed that methylcobalamin, a VB12 analog, activates mTOR via Akt to promote neuronal outgrowth, supporting VB12’s capacity to stimulate mTOR in a cellular context^92^. In contrast, recent studies report VB12 inhibits mTOR phosphorylation to induce autophagy in disease models^93^. Our data uniquely position VB12-induced mTORC1 activation as an anabolic rescue mechanism critical for correcting spliceosomal metabolic defects. Although mTOR activation typically limits longevity in *C. elegans*, the lack of lifespan limitation by VB12 may reflect tissue-specific effects of mTORC1, which restricts lifespan in neurons but promotes growth in somatic tissues^23–25^. We speculate that VB12 preferentially activates mTORC1 in non-neuronal tissues to support development without affecting longevity. Dissecting the tissue-specific roles of RNP-6/NHR-114 signaling, SAM/SAH–PC/PE metabolism, and mTOR within this metabolic network will be important to elucidate. While K12-type *E. coli* (BW25113 and HT115) and VB12 exert largely overlapping effects in *rnp-6(G281D)* mutants, the bacterial diet may also regulate physiology through VB12-independent mechanisms. For instance, K12-type *E. coli* suppresses *rnp-6(G281D)*-associated longevity (Fig. 1d), whereas VB12 treatment shows little effect (Fig. 2g), suggesting bacterial metabolites or lipids beyond VB12 contribute to lifespan regulation^94^. Together, our findings highlight the pleiotropic and context-dependent modulation of mTOR by VB12 and advance current paradigms by identifying mTORC1 as a promising therapeutic target in spliceosomal diseases.

Our analysis of splicing changes in the PC9 cell line suggests that RNP-6/PUF60 might play conserved roles in regulating methionine and phospholipid metabolism, as we observed enrichment of aberrantly spliced genes in choline, propanoate, and methionine/cysteine metabolism. Though we did not find (significant) splicing changes in *HNF4* (functional homolog of *nhr-114)*, we did see splicing changes in *NR1H3* (Table S13) a related nuclear receptor that also regulates lipid metabolism^95^, suggesting that RNP-6 and PUF60 may affect similar and different splicing targets, dependent on cell type. It is also interesting to note that mTOR signaling pathway is significantly enriched in the PUF60-dependent splicing genes, including NPRL2, NPRL3, RPS6KB2, RPS6KA3 and TSC1 (Table S14). The aberrant splicing with mTOR complex core components might contribute to mTORC1 inhibition under PUF60 deficiency conditions^22^. By performing metabolic and lipidomic assays in VRJS plasma, we provide evidence that the PUF60 pathogenic mutation might dysregulate methionine/cysteine and phospholipid metabolism. Of note, some metabolites (such as cysteine, tryptophan, PEP, pantothenate, adenine and long chain TGs), were changed in the same direction in *rnp-6* mutants and VRJS patients, while other metabolites (such as citrate, malate and fumarate) and lipids (such as PE, hexose ceramide, sphingomyelin lipid and PC/PE ratio) were changed in the opposite direction. Despite these discrepancies, these findings suggest that similar pathways are dysregulated, while the directionality could reflect different metabolic/lipidomic profiles of plasma versus tissues^96,97^. Moreover, as the plasma samples were obtained from subjects of different ages and genders, this may also partially contribute to the observed changes. It will be important to validate these results in plasma and patient-derived cells (such as fibroblasts) with a larger cohort (age and gender matched) and test the effect of VB12 supplementation.

Splicing is a highly coordinated process that involves hundreds of splicing factors^1^. RNP-6/PUF60 functionally and physically interacts with many other splicing factors acting at various stages of spliceosome assembly^98^. Mutations in several of these splicing factors, including PRP-19/PRPF19^65^, UAF-1/U2AF2^65,99^, PRP-8/PRPF8^100^, RSP-7/SRSF11^101^ and RBM-5/RBM10^102^, have been linked to VRJS-like neurodevelopmental defects in humans, suggesting convergent pathomechanisms. Our data on *prp-19* and other splicing factors (Figure S7) indicate that dysregulation of the SAM/SAH balance and phospholipid metabolism is not restricted to PUF60/RNP-6-associated VRJS. The metabolic imbalance identified here may represent a shared downstream pathway regulated by distinct spliceosomal components. It will be of great interest to comprehensively test this hypothesis across human spliceosomopathies and evaluate the therapeutic potential of VB12 supplementation. Furthermore, given the neurological manifestations in VRJS and other spliceosomopathies^21,22^, assessing VB12’s effects on neuronal functions constitutes a critical direction for future research.

In summary, our results illuminate a previously unappreciated metabolic bottleneck underlying RNP-6/PUF60 deficiency and warrant the need for further investigation of vitamin B_12_ supplementation as a therapeutic strategy for Verheij syndrome.

## Methods

### C. elegans strains and maintenance

Worms were maintained at 20°C following standard procedures^103^. Detailed information for strains used in this study are found in Supplementary Table S17. All mutant strains obtained from CGC and Sunybiotech (www.sunybiotech.com) were outcrossed with our N2 at least twice. Detailed information regarding CRISPR gene editing can be provided upon request. For all experiments, worm synchronization was done by egg laying.

### Compound supplementation assay

For supplementation of methionine (L-methionine, Sigma-Aldrich: M9625) and choline (choline chloride, Thermo Fisher: A15828.22), methionine/choline was added to NGM medium before pouring to a final concentration of 10 mM. OP50 was seeded on these plates two days before worms lay eggs. For vitamin B_12_ supplementation, VB12 (Cyanocobalamin, Sigma-Aldrich: V6629) was mixed with OP50 bacteria and seeded on NGM plates. Worms were cultured on these plates from the egg stage onwards, unless noted otherwise. For the OP50-BW25113 mixture assay, OP50 and BW25113 were cultured to log phase, washed with M9 and concentrated to the same OD600 value. Then OP50 and BW25113 was mixed at different ratios and seeded on peptone-free NGM plates to avoid bacterial growth. Worm images were taken at the young adult stage. For the tunicamycin response assay, tunicamycin (Sigma-Aldrich: T7765) stock solution was added on top of seeded NGM plates (final concentration 2 ug/ml) with synchronized young adult stage worms. After overnight treatment (~ 16 h), worms were anesthetized with sodium azide (50 mM) and imaged.

### Worm imaging

Analysis of worm reporters Y41C4A.32::mNeonGreen and worm size were performed on a Leica stereo microscope (Leica M165 FC, LAS X) with Leica DFC3000G CCD camera. Analysis of mTOR reporter HLH-30::mNeonGreen was performed on a Zeiss Axioplan2 microscope (Axio Vision SE64, Rel.4.9.1) with a Zeiss AxioCam 506 CCD camera. Fiji software (Version 2.0.0/1.52p)^104^ was used for quantifying fluorescent intensity and worm area. For HLH-30::mNeonGreen images, the nuclei of hypodermal cells were selected for quantification. To reduce bias, worms were randomly picked under a dissection microscope and imaged. At least 20 worms per genotype were picked for imaging and all the experiments were independently carried out at least three times unless otherwise indicated.

### Developmental rate assay

Worms were synchronized by short-term (1h) egg lay on the indicated plates. After 48 hours of growth, ~ 15 worms from each condition were randomly singled to 3 cm NGM plates. After 12 hours, each worm was checked every hour until it laid the first egg. Experiments were repeated at least three times.

### Brood size assay

Worms were synchronized by short term (1h) egg lay on the indicated plates. After 48 hours of growth, ~ 15 L4-stage worms of each condition were singled to 3 cm NGM plates. Worms were transferred every day until egg laying stopped. The total number of hatched larval worms was counted. Experiments were repeated at least three times.

### Cold tolerance assay

Worms were synchronized and grown on the indicated plates. When the worms reached the young adult stage, they were transferred to a 2°C incubator for 24 hours. Worms were recovered at room temperature for 4 hours and the number of alive and dead worms was scored. Cold survival ratio was measured as the ratio of the number of live worms to the number of total worms. At least 60 worms from each genotype were used in the assay for each replicate. Experiments were repeated at least three times.

### Lifespan assay

All lifespans were performed at 20°C with the indicated diet or treatment condition for the whole life. Worms were allowed to grow to the young adult stage on standard NGM plates. ~150 young adults were transferred to NGM plates supplemented with 10 μM of FUdR. Survival was monitored every other day. Worms that did not respond to gentle touch by a worm pick were scored as dead and were removed from the plates. Animals that crawled off the plate or had ruptured vulva phenotypes were censored. All lifespan experiments were blinded and performed at least three times. Graphpad Prism (9.0.0) was used to plot survival curves. Survival curves were compared, and p-values were calculated using the log-rank (Mantel-Cox) analysis method. Complete lifespan data are found in Supplementary Table S18.

### RNA interference

RNAi experiments were performed as previously described^23^. *E. coli* HT115 (high VB12) and *E. coli OP50(xu363)* (low VB12) bacterial strains were used in this study. HT115 bacteria came from the Vidal or Ahringer library. *OP50(xu363)* competent bacteria were transformed with dsRNA expression plasmids, which were extracted from the respective HT115 bacterial strains. The RNAi bacteria were grown in LB medium supplemented with 100 μg/mL ampicillin at 37 °C to reach log phase, washed with fresh medium, and concentrated 5-fold. Bacteria was then spread on RNAi plates, which are NGM plates containing 100 μg/mL ampicillin and 0.4 mM isopropyl ß-D-1-thiogalactopyranoside (IPTG). dsRNA-expressing bacteria were grown on plates at room temperature for two days. RNAi was initiated by letting the animals feed on the desired RNAi bacteria. Luciferase (L4440::luc, i.e., luci) RNAi vector was used as a non-targeting control in all experiments.

### Keio library screen

The *rnp-6(dh1127);Y41C4A.32(syb2725)* reporter strain was used for screening. The *E. coli* Keio knockout collection comprised two independent deletion strains for each of the 3985 nonessential genes, yielding a total of 7970 strains. All strains were tested as follows: briefly, Keio library bacteria were inoculated in 96-well plates overnight in LB (+ kanamycin) medium and seeded on 3 cm NGM plates. After two days of growth, ~ 30 synchronized worm eggs (generated by bleaching) were seeded on the plates. The worms were scored after three days. For the primary screen, the plates were checked manually under a Leica stereo microscope (Leica M165 FC, LAS X). Mutant bacterial strains that resulted in more than 3 worms showing a bright mNeonGreen signal were marked and selected for further validation. In the confirmation screen, OP50 and the parental BW25113 strain were used as positive and negative control, respectively. Images of worms were captured for fluorescence intensity quantification. Bacterial hits were confirmed by Sanger sequencing.

### EMS mutagenesis screen

EMS mutagenesis was performed as described previously^22^. Briefly, ~ 1,000 synchronized L4 larvae worms of *rnp-6(dh1127);Y41C4A.32(syb2725)* reporter strain were exposed to 0.15% ethyl methanesulfonate in M9 buffer for 4h at room temperature, and then washed and transferred to normal NGM plates for recovery. After overnight growth, P0 adult animals were transferred to new plates seeded with OP50 for egg laying. After 3 days of growing, adult F1 worms were bleached, and eggs were seeded onto NGM plates seeded with BW25113 bacteria. After 3- and 4-day growth, the plates were scored, and F2 worms that showed a bright fluorescence signal were singled to individual NGM plates. To exclude the false positive hits, the reporter fluorescence intensity of mutants growing on OP50 or BW25113 was measured, and the rescue efficiency (RE) of BW25113 diet was calculated. The mutants with RE value less than 0.5 were selected for further characterizations. The *rnp-6(dh1127);Y41C4A.32(syb2725)* animals were used as negative control in all the assays. To map causative mutations, Hawaiian-SNP mapping and whole genome sequencing were used as previously described^105^. In brief, EMS mutants were crossed with Hawaiian strain (CB4856) males. The non-fluorescent F1 worms were picked, raised until adulthood, and allowed to lay eggs on NGM plates seeded with BW25113. Fluorescent F2 adult worms were singled. After 5-days of growth, worms were then pooled together, and their genomic DNA purified using Gentra Puregene Kit (Qiagen). The pooled DNA was sequenced on an Illumina HiSeq platform (paired-end 150 nucleotide). MiModD pipeline (http://www.celegans.de/en/mimodd) was used to narrow down the causative mutations. The WBcel235/ce11 *C. elegans* assembly was used as a reference genome. Causative mutations were confirmed by multiple outcrosses.

### AID degradation experiments

The AID inducible-degradation system was designed following previously described protocols^106^. Degron and GFP were inserted at the N-terminus of endogenous RNP-6. The transgenic line was crossed with TIR1-expression strain to generate the inducible-degradation strain AA5498 (*rnp-6*(*syb6010* [degron::3XFLAG::GFP::RNP-6]);Si57 [Peft-3::TIR1::mRuby::unc-54 3'UTR + Cbr-unc-119(+)]). To induce RNP-6 degradation, strain AA5498 was grown on plates supplemented with different concentrations of Potassium Naphthaleneacetic Acid (K-NAA).

### RNA extraction and cDNA synthesis

*C. elegans* were lysed with QIAzol Lysis Reagent. RNA was extracted using chloroform extraction. Samples were then purified using RNeasy Mini Kit (Qiagen). Purity and concentration of the RNA samples were assessed using a NanoDrop 2000c (peqLab). cDNA synthesis was performed using iScript cDNA synthesis kit (Bio-Rad). Standard manufacturer protocols were followed for all mentioned commercial kits.

### RNA-Seq and bioinformatic analysis

1 μg of total RNA was used per sample for library preparation. The protocol of Illumina Tru-Seq stranded RiboZero was used for RNA preparation. After purification and validation (2200 TapeStation; Agilent Technologies), libraries were pooled for quantification using the KAPA Library Quantification kit (Peqlab) and the 7900HT Sequence Detection System (Applied Biosystems). The libraries were then sequenced with Illumina HiSeq4000 sequencing system using the paired-end 2×100 bp sequencing protocol. For data analysis, Wormbase genome (WBcel235_89) was used for alignment of the reads. Kallisto was used to map raw reads to reference transcriptome and quantify transcript abundance^107^. DESeq2 was used for each pairwise comparison^108^. For the splicing analysis, SAJR^109^ and IRFinder^110^ pipelines were used. The significant events from different pipelines were combined, and the unique events were kept for further analysis. Row Z-score heatmaps were generated by using the iHeatmap function from FLASKI (Version 2.0.0) (DOI: 10.5281/zenodo.5254193). Adjusted p-value or q-value < 0.05 is considered to be significant for gene expression and splicing. Gene enrichment visualization was performed with WormCat 2.0^24^.

### Alternative splicing PCR assay (RT-PCR)

A new batch of samples (different from the samples used for RNAseq) was used for RNA preparation and cDNA synthesis. Phusion Polymerase (Thermo Fisher) was used to amplify the *tos-1, tcer-1 and nhr-114* segments. PCR reactions were cycled 30 times with an annealing temperature of 53°C. RT-PCR products were visualized with ChemiDoc Imager (BioRad, ChemiDoc MP, Image Lab 6.1) after staining with Roti-GelStain (Carl Roth). Sequences of the primers used in the RT–PCR assays are found in Supplementary Table S17.

### Quantitative reverse transcription PCR (RT–qPCR)

Power SYBR Green master mix (Applied Biosystems) was used for RT-qPCR experiments. A JANUS automated workstation (PerkinElmer) was used for pipetting the reagents and cDNA samples into a 384 well plate. Thermal cycling was performed using a ViiA7 384 Real-Time PCR System machine (Applied Biosystems). *act-1* and *cdc-42* were used for internal normalization. Relative expression levels were calculated using the comparative CT method. Sequences of the primers used in the RT–qPCR assays are provided in Supplementary Table S17.

### Western blot

For *C. elegans* samples, animals were first washed with M9 buffer. Worm pellets were resuspended in 4% SDS buffer (4% SDS in 0.1 M Tris/HCl pH 8 with 1 mM EDTA) supplemented with cOmplete Protease Inhibitor (Roche) and PhosSTOP (Roche) and snap frozen in liquid nitrogen. Thawed samples were lysed using Bioruptor Sonication System (Diagenode), centrifuged (20,000g, 10 min) and protein concentrations were measured with Pierce BCA kit. Protein samples were then heated to 95 °C for 10 min in Laemmli buffer with 0.8% 2-mercaptoethanol in order to denature proteins. 10 ug protein samples were loaded on 4–15% Mini PROTEAN TGXTM Precast Protein Gels (Bio-Rad), and electrophoresis was performed at a constant voltage of 200V for around 40 min. After separation, the proteins were transferred to PVDF membranes using Trans-Blot TurboTM Transfer System (BioRad). 5% bovine serum albumin (BSA) or 5% milk in Tris-buffered Saline and Tween20 (TBST) were used for blocking of the membranes. After antibody incubations (anti-HA 1:1000, anti-Phospho-AMPKα (Thr172) 1:2000, anti-beta Actin 1:5000, Anti-Mouse HRP 1:5000, Anti-Rabbit HRP 1:5000 and Anti-Rat HRP 1:5000) and washing with TBST buffer, imaging of the membranes was performed with ChemiDoc Imager (BioRad, ChemiDoc MP, Image Lab 6.1). Western Lightning Plus Enhanced Chemiluminescence Substrate (PerkinElmer) was used as the chemiluminescence reagent. A list of antibodies is provided in Supplementary Table S17.

### Metabolomics and lipidomics sample preparation

Worms were synchronized by egg laying and collected when they reached the young adult stage. For each sample, ~ 2000 worms were washed three times with ddH₂O, snap-frozen in liquid nitrogen, and stored at − 80°C before use. For the metabolite/lipid extraction, 500 μL extraction buffer (MTBE:MeOH:H2O, 50:30:20) supplemented with internal standards was added to each sample. Worm pellets were homogenized with ~ 100 μL 1 mm zirconia beads using a TissueLyser (Qiagen) at 50 Hz and 4°C for 20 min. After initial homogenization, 500 μL extraction buffer was added to each sample and homogenization resumed for 5 min. Worm lysates were centrifuged at 21000 × g and 4°C for 10 min. Supernatant was transferred to new tubes. Residual buffer was removed before drying protein pellets under a fume hood overnight. Protein concentration was determined using a BCA kit (ThermoFisher). The cleared supernatant was mixed with 200 μL MTBE (Sigma) and 150 μL H2O, and incubated at 15°C for 10 min. Samples were centrifuged at 15°C and 16000 × g for 10 min to obtain phase separation (top lipid phase, bottom polar metabolites phase). 650 μL of the lipid phase was transferred to new tubes and dried in a SpeedVac concentrator at 20°C and 1000 rpm for ~ 2 h. 600 μL polar phase solution was transferred to new tubes and dried in a Speed Vac concentrator at 20°C and 1000 rpm for ~ 6 h. Samples were stored at − 80°C until further processing.

### Semi-targeted liquid chromatography-high-resolution mass spectrometry-based (LC-HRS-MS) analysis of amine-containing metabolites

Amine-containing compounds were analyzed using a Q-Exactive Plus high-resolution mass spectrometer coupled to a Vanquish UHPLC chromatography system (Thermo Fisher Scientific). As previously described, dried extracts were reconstituted in 150 μL LC-MS-grade water at 4°C and 1500 rpm shaking for 10 min. After centrifugation, 50 μL supernatant was mixed with 25 μL 100 mM sodium carbonate, followed by 25 μL 2% (v/v) benzoyl chloride in acetonitrile (UPLC/MS-grade, Biosolve)^111^. Samples were mixed and stored at 20°C until analysis. 1 μL of derivatized sample was injected onto a 100 × 2.1 mm HSS T3 UPLC column (Waters) at 40°C, 400 μL/min, using a binary buffer system: buffer A (10 mM ammonium formate, 0.15% formic acid in water) and buffer B (acetonitrile). LC gradient: 0% B (0 min); 0–15% B (0–4.1 min); 15–17% B (4.1–4.5 min); 17–55% B (4.5–11 min); 55–70% B (11–11.5 min); 70–100% B (11.5–13 min); 100% B (13–14 min); 100–0% B (14–14.1 min); 0% B (14.1–19 min). MS acquisition was performed in positive ionization mode (m/z 100–1000), with the following source settings: 3.5 kV spray voltage, capillary temperature 300°C, sheath gas 60 AU, aux gas 20 AU at 330°C, sweep gas 2 AU, RF lens 60. Raw mass spectra files were converted to mzML using MSConvert (v3.0.22060)^112^, and analyzed in El Maven (v0.12.0)^113^. Area of the protonated [M + nBz + H]^+^ mass peaks of every required compound was extracted and integrated (mass accuracy of < 5 ppm, retention time tolerance of < 0.05 min compared to reference compounds). Data were normalized to internal standards and protein content.

### Anion-exchange chromatography mass spectrometry (AEX-MS) for the analysis of anionic metabolites

Extracted metabolites were reconstituted in 150 μL UPLC/MS grade water (Biosolve) of which 100 μL was transferred to polypropylene autosampler vials (Chromatography Accessories Trott). Analysis was performed as previously described, using a Dionex Integrion ion chromatography system (Thermo Fisher Scientific)^4^. 5 μL of extract was injected (push-full mode, overfill factor 1) onto a Dionex IonPac AS11-HC column (2 × 250 mm, 4 μm particle size) equipped with a AG11-HC guard column (2 × 50 mm, 4 μm) at 30°C and autosampler at 6°C. Metabolites were separated at 380 μL/min using a KOH cartridge (Eluent Generator, Thermo Scientific) with the following gradient: 0–3 min, 10 mM; 3–12 min, 10–50 mM; 12–19 min, 50–100 mM; 19–22 min, 100 mM; 22–23 min, 100–10 mM; re-equilibration at 10 mM (3 min). Eluting metabolites were detected in negative ion mode (m/z 77–770) on a Q-Exactive HF MS. Source settings: 3.2 kV spray voltage, capillary 300°C, sheath gas 50 AU, aux gas 14 AU at 380°C, sweep gas 3 AU, S-lens 40. Raw mass spectra files were converted to mzML using MSConvert (v3.0.22060)^3^, and analyzed in El Maven (v0.12.0)^2^. Area of the deprotonated [M-H^+^]^−1^ or doubly deprotonated [M-2H]^−2^ isotopologues mass peaks of every required compound was extracted and integrated (mass accuracy of < 5 ppm, retention time tolerance of < 0.05 min compared to reference compounds). Data were normalized to internal standards and protein content.

### Liquid Chromatography-High Resolution Mass Spectrometry-based (LC-HRMS) analysis of lipids

Stored (-80°C) lipid extracts were reconstituted in 150 μL UPLC-grade acetonitrile:isopropanol (70:30, v/v). After vortexing, samples were incubated for 10 min at 4°C with continuous shaking. Samples were clarified by centrifugation at 16000 × g, 4°C, for 5 min. Supernatants were transferred to 2 mL glass vials equipped with 300 μL glass inserts (Chromatography Zubehör Trott). Aliquots of 20 μL from each sample were pooled to generate quality control (QC) samples, which were injected after every 10th sample or after each replicate group. Samples and QCs were maintained at 6°C in a Vanquish UHPLC system (Thermo Fisher Scientific) fitted with a quaternary pump and coupled to a TimsTOF Pro 2 HRMS with a heated ESI (VIP-HESI) source (Bruker Daltonics). For each run, 1 μL sample was injected onto a 100 × 2.1 mm CSH C18 UPLC column (1.7 μm, Waters). The chromatographic gradient was performed at 400 μL/min using buffer A (10 mM ammonium formate, 0.1% formic acid in acetonitrile:water, 60:40, v/v) and buffer B (10 mM ammonium formate, 0.1% formic acid in isopropanol:acetonitrile, 90:10, v/v) as follows: 0–0.5 min, 45–48% B; 0.5–1 min, 48–55% B; 1–1.8 min, 55–60% B; 1.8–10 min, 60–85% B; 10–11 min, 85–99% B; 11–11.5 min, 99% B; 11.7–15 min, re-equilibration at 45% B (total run time: 15 min/sample). Prior to each batch, mass and mobility calibrations were performed using a 1:1 mixture of 10 mM sodium formate and ESI-L Low Concentration Tuning Mix (Agilent). Data were acquired in data-dependent PASEF mode, primarily in positive ionization mode (source settings: 4.5 kV capillary, 500 V end plate offset, nebulizer 2 bar, dry gas 8 L/min at 230°C, sheath gas 4 L/min at 400°C). For MS/MS, isolation width was set to 2 mD and collision energy to 30 eV. Pooled QC samples were additionally injected in negative mode (collision energy 40 eV, −3.5 kV capillary) for further fatty acid annotation. Samples were analyzed in randomized order. QC samples were analyzed after every 10th injection in both positive and negative ionization modes to ensure data quality and stability. Raw spectra were processed in MetaboScape (v2024) to extract features and annotate lipid species, using pooled QC samples for validation. Lipids were only included in downstream analysis if their abundance in QC samples was at least threefold higher than in extraction blanks.

### Human sample handling and preparation

The peripheral blood samples of VRJS patients were collected in the Center for Rare Diseases, University Hospital of Cologne, Germany. All patients and/or custodians gave informed consent according to local institutional review board approval (20–1711, Medical Faculty at University of Cologne). The plasma was isolated with standard protocol and processed for metabolomic and lipidomic analysis in the Metabolomic Core Facility of the Max Planck Institute for Biology of Ageing.

### Statistics & Reproducibility

In all figures, the numbers of independent replicates and the total number of animals analyzed are indicated in each panel. All statistical analyses were performed in GraphPad Prism (Version 9.0.0 (86)). Asterisks denote corresponding statistical significance *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Data distribution was assumed to be normal but this was not formally tested. No statistical method was used to predetermine sample size but our sample sizes are similar to those reported in previous publications^23,74,114,115^. Missing or outlier data points were excluded from the analyses. At least three independent experiments for each assay were performed to verify the reproducibility of the findings, unless indicated otherwise. For worm experiments, samples preparation and data collection were randomized. For lifespan experiments, all the genotypes were blinded before the assays. For cold tolerance, developmental rate, body size, brood size, Western blot, and imaging experiments, the genotypes were not blinded before assay, as mutant worms have obvious phenotypes that revealed the sample identity (body size and developmental rate). However, worms were randomly picked and assigned to the different treatment conditions in a random order. For RNA-seq experiments, the genotypes were not blinded before collecting samples. Once the RNA samples were ready, they were processed at the Cologne Center for Genomics (CCG) in a blinded manner.

## Supplementary Material

Supplementary Files

This is a list of supplementary files associated with this preprint. Click to download.

- HuangSupplementaryTable.xlsx
- HuangSupplementaryfigures.docx

## Figures and Tables

**Figure 1:**
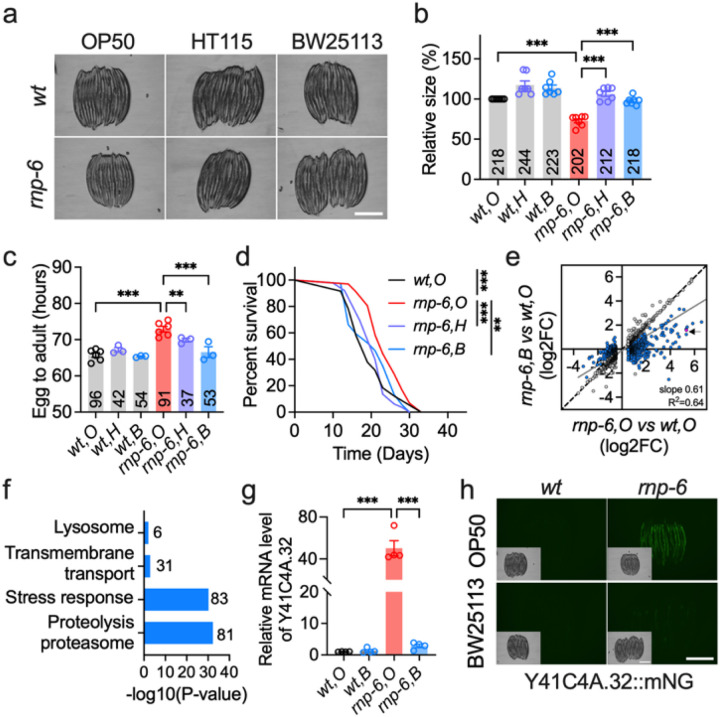
A bacterial *E. coli* K12 diet mitigates growth defects in an *rnp-6*/VRJS *C. elegans* model. **a**, **b**, Body size (area) of worms fed OP50 (O), HT115 (H) and BW25113 (B) (*n* = 7, scale bar: 500 μm). **c**, Assessment of K12 diet on worm growth rate (*n* = 3–6). **d**, Lifespan analysis, with survival curves illustrating one representative replicate (*n* = 3). Details of worm numbers and statistical analyses for each experimental repeat are available in Supplementary Table S18. **e**, Transcriptomic changes induced by BW25113 *E. coli*; 1541 differentially expressed genes (DEGs) regulated by *rnp-6(G281D)*relative to wild-type on OP50 (O) are shown. Blue circles indicate genes that are significantly restored by the BW25113 diet; the black arrow highlights *Y41C4A.32*expression (red circle). **f**, WormCat gene set enrichment analysis of BW25113-responsive genes. **g**, RT-qPCR quantification of *Y41C4A.32*expression (*n* = 4; F.C., fold change). **h**, Representative images of Y41C4A.32::mNeonGreen (mNG) reporter expression across the indicated diets and genotypes (n = 3, scale bar: 500 μm). Data are presented as mean ± s.e.m. unless otherwise indicated; “*n*” denotes experimental replicates, with animal counts summarized in each respective bar. Statistical analyses were conducted using the log-rank (Mantel-Cox) test for lifespan (**d**) and one-way ANOVA with Dunnett’s multiple comparisons for body size, developmental progression, and gene expression (**b**, **c**, **g**). Significance is represented as *P < 0.05, **P < 0.01, ***P < 0.001, ns: not significant. All the source data for figures are provided in supplementary tables.

**Figure 2:**
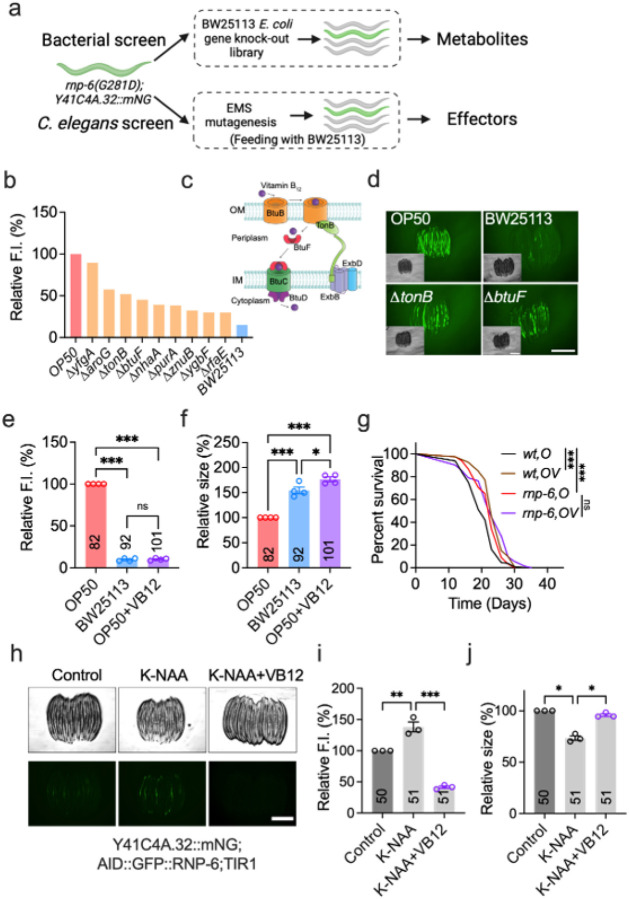
A complementary two-way genetic screen identifies vitamin B_12_ as an alleviator of *rnp-6(G281D)* mutant defects. **a**, Workflow outlining the genetic screening approach. **b**, Identification of positive hits from the Keio library *E. coli* BW25113 deletion strains. **c**, Schematic of key genes involved in VB12 uptake in *E. coli*. OM, outer membrane. IM, inner membrane. **d**, Representative images of Y41C4A.32 reporter expression in worms fed bacterial deletion mutants (*n* = 4, scale bar: 500 μm). **e–f**, Effects of VB12 (1 nM) supplementation on *rnp-6(G281D)* mutant phenotypes, shown for reporter expression (**e**) and body size (**f**) (*n* = 4). **g**, Lifespan analysis following VB12 supplementation (OV, 1 nM), with survival curves illustrating one representative replicate (*n* = 4). Details of worm numbers and statistical analyses for each experimental repeat are available in Supplementary Table S18. **h–j**, Impact of VB12 supplementation on RNP-6-depleted worms on OP50 (0.5 μM K-NAA, 1 nM VB12) (*n* = 3, scale bar: 500 μm). Statistical analyses were performed using log-rank (Mantel-Cox) survival test (**g**) and one-way ANOVA with Dunnett’s multiple comparisons (**e–f**, **i–j**). Significance is represented as *P < 0.05, **P < 0.01, ***P < 0.001. Images of **a** and **c** were generated with BioRender with permision.

**Figure 3:**
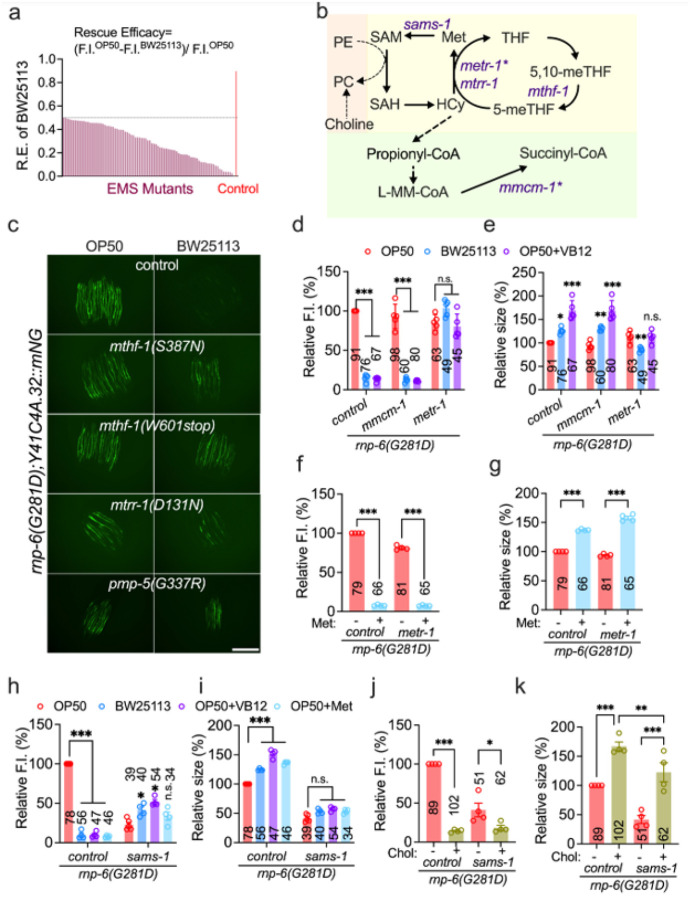
Vitamin B_12_ alleviates *rnp-6(G281D)* mutant defects through methionine metabolism pathways. **a**, Summary of hits from the *C. elegans* EMS mutagenesis screen; shown are mutants exhibiting BW25113 rescue efficacy below 50%. **b**, Schematic illustrating VB12-dependent metabolic pathways in *C. elegans*, with genes denoted by an asterisk indicating VB12 dependency. **c**, Representative images of Y41C4A.32 reporter expression in *C. elegans* mutants of EMS candidate genes (*n* = 2, scale bar: 500 μm). **d–e**, Effects of *mmcm-1* and *metr-1* deletion on reporter expression (**d**) and body size (**e**) in *rnp-6(G281D)* mutants under varying treatment conditions (*n* = 5). **f–g**, Effect of methionine supplementation (10 mM) on reporter expression (**f**) and body size (**g**) in *rnp-6;metr-1* double mutants (*n* = 4). **h–i**, Effect of *sams-1* deletion on reporter expression (**h**) and body size (**i**) in *rnp-6(G281D)* mutants under different treatment conditions (*n* = 4–5). **j–k**, Effect of choline supplementation (10 mM) on reporter expression (**j**) and body size (**k**) in *rnp-6;sams-1* double mutants (*n* = 4). Statistical significance was determined using one-way ANOVA with Dunnett’s multiple comparisons. Significance is represented as *P < 0.05, **P < 0.01, ***P < 0.001, n.s.: not significant.

**Figure 4:**
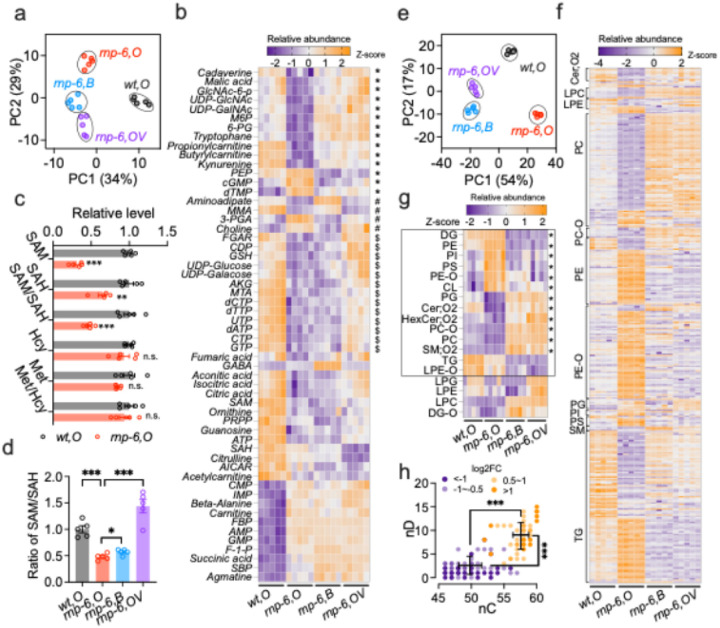
Vitamin B_12_ restores methylation potential and phosphatidylcholine metabolism in *rnp-6* mutants. **a**, Principal component analysis of metabolite profiles in wild-type and *rnp-6* mutants under different conditions (*n* = 5 per condition). **b**, Heat map of significantly altered metabolites. “*” denotes metabolites significantly restored by both BW25113 and VB12; “#” denotes metabolites significantly restored by BW25113 diet; “$” indicates metabolites significantly restored by VB12 supplementation (1 nM). The full names of all the metabolites can be found in Table S6. **c**, Relative abundance (normalized peak area) and ratio of methionine cycle-related metabolites in *rnp-6* mutants. **d**, Ratio of S-adenosylmethionine/S-adenosylhomocysteine (SAM/SAH) in *rnp-6* mutants across conditions. **e**, Principal component analysis of lipid profiles in wild-type and *rnp-6* mutants under different conditions (n = 5 per condition). **f**, Heat map illustration of significantly altered lipid species. **g**, Heat map illustration of lipid groups. The black square labels the significantly altered lipid groups in *rnp-6* mutants on OP50. “*” indicates lipid groups that are significantly rescued in by both BW25113 diet and VB12 supplementation. **h**, Distribution of the relative abundance of triacylglycerol (TG) lipid species with different fatty acyl chain lengths (nC) and numbers of double bonds (nD). TG, Triacylglycerol; Cer;O2, Dihydroceramide; LPE, Lysophosphatidylethanolamine; PG, Phosphatidylglycerol; PC, Phosphatidylcholine; LPC, Lysophosphatidylcholine; PC-O, Ether-linked Phosphatidylcholine; SM;O2, sphingomyelin; PS, Phosphatidylserine; PE-O, Ether-linked Phosphatidylethanolamine; PI, Phosphatidylinositol; PE, Phosphatidylethanolamine; DG, Diacylglycerol; LPE-O, ether-linked lysophosphatidylethanolamine; CL, Cardiolipin. DG-O, Ether-linked Diacylglycero. Statistical significance was determined by unpaired t-test (**c**, **h**) and one-way ANOVA with Dunnett’s multiple comparisons (**d**). Significance is represented as *P < 0.05, **P < 0.01, ***P < 0.001, n.s.: not significant.

**Figure 5:**
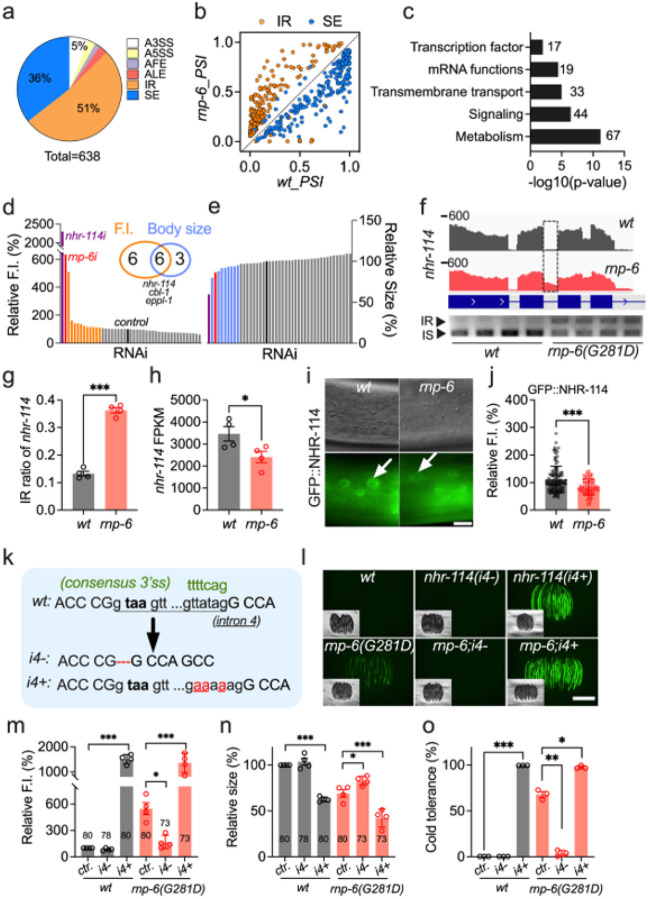
*rnp-6* mutant defects are primarily caused by aberrant splicing of transcription factor *nhr-114*. **a**, Pie chart displaying differentially spliced events in *rnp-6* mutants. A3SS, alternative 3’ splice site; A5SS, alternative 5’ splice site; AFE, alternative first exon; ALE, alternative last exon; IR, intron retention; SE, cassette exon/exon skipping. **b**, Scatter plot showing changes in cassette exon (SE) and intron retention (IR) events. **c**, Gene set enrichment analysis of differentially spliced genes using WormCat 2.0. **d–e**, Targeted RNAi screen identifying genes mimicking *rnp-6* mutant effects on Y41C4A.32 reporter expression (**d**) and body size (**e**). *luci* and *rnp-6i*were used as controls. The *mthf-1(W601stop);Y41C4A.32::mNG* strain was used to mitigate suppression effects of HT115 bacteria. **f**, Genome browser view (top) and RT-PCR analysis (bottom) of *nhr-114* intron retention (IR, intron retention; IS, intron skipping). **g**, Quantification of RT-PCR from **f** (*n* = 4). **h**, FPKM of *nhr-114* from RNA sequencing. **i–j**, Representative images and quantification of GFP::NHR-114 intensity in *rnp-6* mutant background (mean ± s.d.; scale bar: 10 μm). **k**, Schematic of CRISPR-Cas9 genome editing of *nhr-114*. The consensus sequence of intron 3 splice site is labelled in green; the red dotted line and nucleotides indicate edited residues, and bold letters in “*i4+*” represent a premature stop codon if intron 4 is retained. **l–n**, Representative images and quantification of Y41C4A.32::mNG fluorescence intensity and body size in different *nhr-114*mutants (*n* = 4, scale bar: 500 μm). **o**, Effects of *nhr-114*intron 4 editing on cold tolerance (*n* = 3). Statistical significance was determined using unpaired t-test (**g**, **h**, **j**) and one-way ANOVA with Dunnett’s multiple comparisons (**m–o**). Significance is represented as *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 6:**
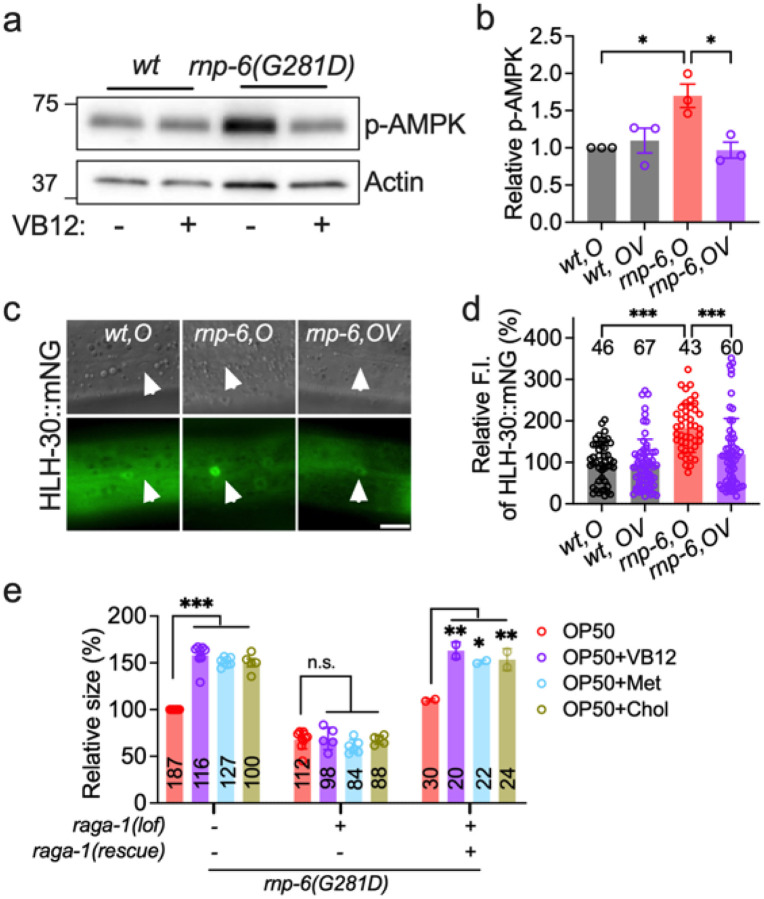
Vitamin B_12_ restored mTOR signaling in *rnp-6(G281D)* mutant. **a**, Western blotting of AMPK phosphorylation in *rnp-6* mutants. **b**, Quantification of Western blotting experiments in a. n=3. **c**, Representative images of HLH-30::mNG nuclear localization in *rnp-6* mutants (hypodermis). Scale bar, 20 mm. **d**, Quantification of nuclear HLH-30::mNG fluorescent intensity. The results from three biological replicates were merged. **e**, The effects of *raga-1* deletion and *raga-1* single-copy insertion on worm body size in *rnp-6* mutants. n=2–7. One-way ANOVA with Dunnett’s multiple comparison test were used for statistical analysis. *P < 0.05, **P < 0.01, ***P < 0.001, n.s., not significant.

**Figure 7:**
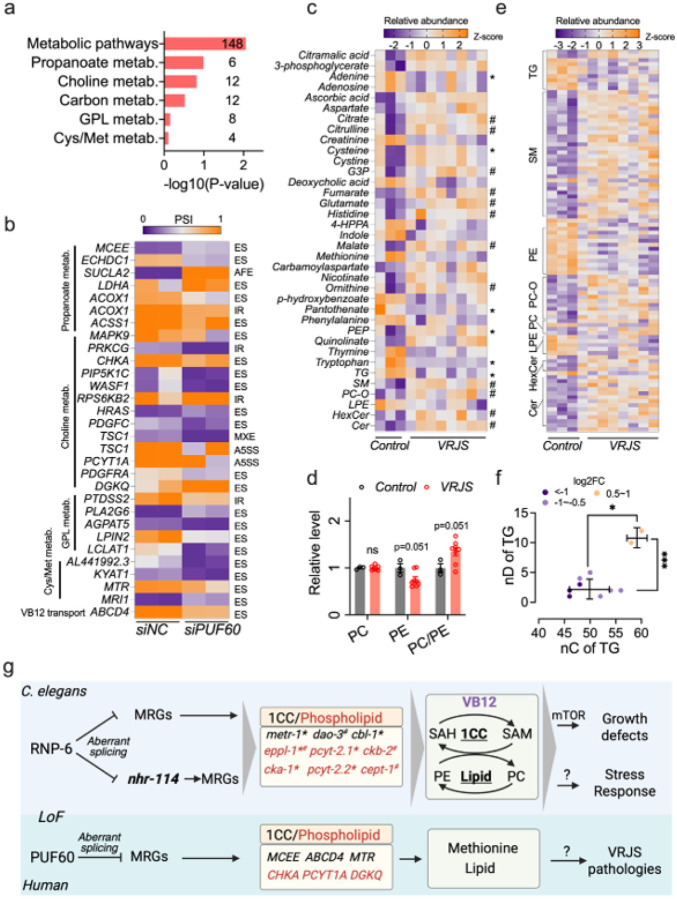
PUF60 deficiency dysregulates 1CC and phospholipid metabolism. **a**, KEGG pathway analysis of PUF60-dependent splicing events in PC9 lung cancer cell line. GPL, glycerophospholipid. **b**, Heatmap of aberrant spliced genes related to methionine and phospholipid metabolism. **c**, Heatmap illustration of significantly altered metabolites and lipid groups. “*” and “#” indicate the metabolite/lipids that show the same and opposite direction of changes, respectively, between VRJS plasma samples and worm samples. d, Quantification of the relative level of PE and PC in VRJS plasma. **e**, Heatmap illustration of altered lipids in VRJS plasma. **f**, Distribution of the relative abundance of triacylglycerol (TG) lipid species with different fatty acyl chain lengths (nC) and numbers of double bonds (nD). **g**, Model depicting the pathomechanisms underlying RNP-6/PUF60 deficiency. RNP-6 loss-of-function (LOF) causes aberrant splicing of metabolism-related genes (MRGs) as well as metabolism-related transcriptional factors such as *nhr-114*, which in turn alter the expression of MRGs. Altered MRGs collectively cause an imbalance of SAM/SAH and PE/PC metabolic axis, which triggers stress responses (including ISR and mitochondrial stress) and delays growth through inhibiting mTOR activity. VB12 supplementation restores SAM/SAH balance and PE/PC metabolism, suppressing stress response and rescuing normal development. “*” indicates the splicing targets of *rnp-6*; “#” indicates the transcriptional targets of *nhr-114*. In humans, PUF60 loss-of-function causes aberrant splicing of 1CC and phospholipid metabolism-related genes and is associated with altered levels of methionine and lipid levels in patient plasma. Dysregulated metabolism might drive some pathologies in VRJS patients.

## Data Availability

The RNA-seq datasets generated in this study are available in the GEO datasets with the accession number GSE307065 as of the date of publication. The *prp-19* RNAseq data was obtained under accession number GSE191294^66^. The list of *nhr-114* target genes was as defined^60^, available under the accession number GSE211747. The siPUF60-treated RNAseq data was obtained under accession number OEP004324^79^ in NODE (The National Omics Data Encyclopedia) database.

How the deposited data were processed for this re-analysis (not part of the article)

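RNA-seq was analysed for 16 samples of whole day 1 adult worms, 4 for each of wild type and rnp-6(G281D) on OP50 and on BW25113. The authors sequenced stranded libraries depleted of ribosomal RNA, estimated abundance with Kallisto on WBcel235 and tested pairs of groups with DESeq2. They deposited 2 tables. The first is a signal per gene that the authors made by dividing estimated gene counts by DESeq2's median-of-ratios size factors. The second is FPKM per gene as the authors deposited it; 19311 genes are in both tables. Neither holds raw counts. Low values of the first table fell on multiples of a smallest step in only part of the genes (from 52.5% to 86.9% of values per sample), so whole reads could not be recovered and no count test was run. The approximate depth from these steps was between 32320600 and 47914000 reads per sample. Totals of normalized counts were between 36330400 and 38381700.

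Genes were matched by identifier. In the first table 11 genes carry a name that reads as a calendar date, and 2051 genes have no symbol; 2 names were taken from a reference table. Coordinates and gene types were taken from the Ensembl 115 annotation of WBcel235, a later release of the build the authors used, and every gene listed was found in it.

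The main values are log2 of the normalized count plus 1, for the 15799 genes with a mean of at least 10 over the 16 samples. The fold changes are therefore on the scale of log2(value + 1), which understates the change of low genes. Each pair of groups was fitted on its own 8 samples with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend), and the genotype by diet interaction on all 16 samples. P-values were adjusted by the Benjamini-Hochberg method over the genes tested. Tests were two-sided, except that enrichment of restored genes in families was tested in the direction of more genes. A gene was called at an adjusted p under 0.05 and an absolute log2FC over 0.5, the thresholds of the paper. Single genes were also compared by an exact permutation test over the 70 ways to divide 8 samples, which can give no p under 0.0286. Gene families, defined by symbol, were tested with camera at an inter-gene correlation of 0.01, with fry and with an estimated correlation. Values expected by chance for restored genes and for the slope, which share samples between their comparisons, came from 100 simulated data sets. Figures were drawn with matplotlib 3.10.9.

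The procedure was tested on simulated data with 15799 genes, 200 of them changed. At a log2 change of 1, 137 of 200 were recovered between 2 groups, with 3 false calls, and 120 in the interaction, with 2 false calls. At 0.75, 123 were recovered between 2 groups and 109 in the interaction, and at 2, 187 and 181.

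Genes are named by a rule set before the data were examined. It took genes that the paper names. It also took the 5 largest rises and the 5 largest falls among the genes called. This was done in rnp-6(G281D) against wild type on OP50, in BW25113 against OP50 in rnp-6(G281D) and in the interaction. In the pairs of groups, only genes whose groups do not overlap were taken. Genes of the paper were followed through the alternatives in the comparison on OP50. Not every gene that the paper names was among them: cblc-1 and ckb-4, for example, were not. Some genes, such as acs-9 and dhs-26, were followed through 17 alternatives rather than 18. In the diet comparison and the interaction fewer genes were followed, and not all of those with values printed. Of the paper's genes, only Y41C4A.32 was followed in the interaction. The limit was set after a run over all of the paper's genes looked up here had shown many effects near 0 that changed sign.

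Replicate numbers are shared by the groups, and no statement of what they mark was found in the labels or in the text of the paper. Over 10252 genes with a mean of at least 100, deviations from the group means of same-numbered samples correlated with r from 0.20 to 0.30 for the genotypes on OP50, from 0.21 to 0.56 for the diets in wild type and from 0.10 to 0.47 for the genotypes on BW25113, over 0.1 in every pair. For the diets in rnp-6(G281D) the correlations were from -0.06 to 0.27, so they do not show pairing there. The third principal component (7.96% of the variance) was nevertheless lowest in replicate 3 in each of the 4 groups, so a factor shared by number is not excluded for that comparison. The pairing of the others rests on the correlations, and the numbers were used as a block only as an alternative.

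Alternatives set before the data were examined were other pseudocounts (0.1 and 5), no filter or a mean of at least 100, quantile normalization, scaling to equal totals, the FPKM table with a pseudocount of 0.1, a replicate block, one fit of all 16 samples, other fold change thresholds, other definitions of a restored gene, and leaving out each sample. Alternatives added later were protein-coding genes only, restored genes with no fold change threshold in the diet comparison, and the scalings and the block for gene families. Splicing, RT-PCR, reporter, lipid and protein measurements of the paper were not analysed here, nor were the paper's complete lists of lipid genes and its functional categories.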

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

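The tests of explanations in this part were chosen after the values they concern had been seen. A sample was singled out where its gap to the nearest of the other 3 of its group, divided by the range of the group on the log2 scale, exceeded the 5% critical value of Dixon's test. Among 308 groups of 4 samples, over the genes named and a few related ones, 25 samples met this rule, where chance gives about 15.4. Of these, 6 lay in rnp-6(G281D) OP50 replicate 4.

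Y41C4A.32 was at 5005 normalized counts in rnp-6(G281D) OP50 replicate 4, against 2611 to 2764 in the other 3. In the same sample fat-7 was at 16554 (12101 to 12582 in the others), while nhx-6 was lower at 659 (989 to 1074), C02E7.10 at 132 (258 to 280), acs-7 at 316 (344 to 347) and prp-19 at 9314 (9676 to 9733). A difference in scaling is argued against, since 25.5% of the genes with a mean of at least 100 were highest of the group in this sample, where 4 samples of equal scale share out 25%. A stronger response to rnp-6(G281D) as a whole stays open, as 1 sample cannot decide it: its fold changes over the genes called on OP50 had a slope of 1.03 on those of the other 3 samples, against 0.92 to 0.98 for the other samples in turn, and Y41C4A.32 alone would need 1.18. No biological explanation was tested.

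Y41C4A.32 was at 180 normalized counts in wild type BW25113 replicate 3, against 56.7 to 62.5, and nhx-6 at 208, against 17.2 to 25.0. Of 35 genes with a log2FC over 3 in rnp-6(G281D) on OP50, 25 were highest of the group in this sample, where 8.75 would be by chance. A difference in scaling is argued against by the 24.3% of genes with a mean of at least 100 that were highest of the group here. Some RNA from rnp-6(G281D) OP50 worms in this sample may be the source and could not be excluded: 11 genes were more than doubled over the other 3 samples and over the rnp-6(G281D) OP50 mean, which mixing would not give, but other samples of the group had 4 to 7 such genes. The genes hrg-7 (35518, against 25222 to 26632) and gsto-1 (1210, against 656 to 720), noticed after their values were seen, were higher in this sample although their rnp-6(G281D) OP50 means are lower (6975 and 298). A difference between the worms of this sample stays open and was not tested.

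The other samples singled out lay in the remaining 3 groups. In wild type on OP50 these were acox-3 (883, against 1065 to 1094) and the pseudogene WBGene00019208 (67.7, against 96.1 to 99.1) in replicate 2, and acox-1.3 (1037, against 1150 to 1165), C02E7.10 (2.08, against 0) and C25F9.11 (5.18, against 0.83 to 1.01) in replicate 3. In replicate 4 they were prp-19 (9520, against 9933 to 9992), M199.9 (25.9, against 10.5 to 11.4), ech-6 (21014, against 21480 to 21524) and Y41C4A.11 (16.7, against 26.3 to 27.3). In wild type on BW25113 they were ckc-1 in replicate 1 (1116, against 1024 to 1036), fat-2 (19581, against 18230 to 18446) and dhs-23 (3.85, against 12.3 to 15.2) in replicate 2, and acs-9 in replicate 4 (21.2, against 27.1 to 27.9). In rnp-6(G281D) on BW25113 they were WBGene00019208 in replicate 1 (36.8, against 71.1 to 71.9), prp-19 in replicate 3 (9888, against 10180 to 10198), and dao-3 (1142, against 1179 to 1186) and dod-21 (0, against 4.12 to 5.67) in replicate 4. No explanation was tested for these.

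The effect of BW25113 differed between rnp-6(G281D) and wild type for 382 genes in the interaction, 57 with a positive and 325 with a negative difference. In 1 of 100 groupings of the 16 samples drawn at random, the real one included, were as many genes called. The most in another grouping was 321 and the median 0. Such groupings also break up the effects of genotype and of diet, which then add to the residual spread. They therefore cannot tell an interaction from those effects. Among the genes named by the paper, the difference in log2FC was -3.82 for Y41C4A.32, 1.02 for acox-1.2, 0.72 for acox-1.3, -0.65 for acox-1.5, -0.79 for fat-5, 0.67 for dhs-4, -0.55 for lbp-5 and -0.96 for ckb-2. It was -4.63 for catp-2, -5.21 for nhx-6, -4.77 for C02E7.10, -5.93 for dod-21, -3.88 for C25F9.11, -4.36 for F33H12.7, -4.23 for T26H5.9, -2.97 for F44G3.10 and -4.46 for C07G1.7. It was 2.05 for WBGene00019208, 1.86 for sdz-24, 1.37 for pho-11, 1.27 for mtl-2, 1.47 for ugt-53, 1.74 for clec-210 and 1.74 for fbxb-9. For catp-2, nhx-6, C02E7.10 and dod-21 the wild-type means on OP50 were at most 4.08 normalized counts, and for catp-2 and nhx-6 the wild-type rise on BW25113 includes the high value of replicate 3. The call of fbxb-9 was lost in the FPKM table (0.90) and with no filter (adjusted p = 0.0541). That of WBGene00019208 was lost without wild type BW25113 replicate 2 (1.93, adjusted p = 0.0502). The alternatives were not run here for the paper's genes other than Y41C4A.32, nor for C25F9.11, F33H12.7, T26H5.9, F44G3.10, pho-11 and mtl-2. The diet effect of ckb-2 in rnp-6(G281D) went from -1.11 to -0.08 in the FPKM table, so its difference of -0.96 may depend on the table used. The slower growth of rnp-6(G281D) on OP50 that the paper reports leaves a difference in developmental stage open, which was not tested.

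The paper's text gives no number of genes for the diets in wild type or for the genotypes on BW25113. BW25113 against OP50 in wild type called 526 genes, 117 higher and 409 lower, and this was the only split among 35 of those 8 samples to give as many, the others giving at most 4. Without a single sample the number was as low as 275 (without wild type OP50 replicate 4), 280 (without wild type OP50 replicate 1) and 305 (without wild type BW25113 replicate 2). In rnp-6(G281D) against wild type on BW25113, 898 genes were called, 350 higher and 548 lower, again in only 1 of 35 splits, the others giving 0. Of the 1816 genes called on OP50, 595 were also called on BW25113 in the same direction. Of the 616 restored genes, 37 were also called between the diets in wild type in the same direction. Not being called in wild type is no sign that the diet had no effect there. In the interaction, 262 of the 616 were called in the direction of their restoration. For the rest no difference in diet effect between the genotypes was called.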

How the results depend on the processing

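The alternatives added after seeing the data are named as such. The alternatives with edgeR and with DESeq2, planned for each result in case the values were counts, were not run, since the values are normalized and whole reads could not be recovered. Where no cause is named, the cause was not tested.

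With a filter at a mean of 100, 890 genes were called in rnp-6(G281D) against wild type on OP50, 792 between the diets in rnp-6(G281D), 270 between the diets in wild type and 434 between the genotypes on BW25113, with 379 restored, because fewer genes (10252) were tested; the slope fell to 0.467. With no filter, 910 genes were called between the diets in rnp-6(G281D) and 190 in wild type, where 28485 genes were tested. With no fold change threshold, the numbers were 4621 for the genotypes on OP50, 2857 and 1044 for the diets in rnp-6(G281D) and in wild type, 2306 for the genotypes on BW25113, 737 in the interaction and 1466 restored. With an absolute log2FC over 1 they were 675, 675, 131, 360, 165 and 206, in the same order; these changes follow from the thresholds. Other definitions gave 1121 (no longer called against wild type on OP50), 1215 (not called between the genotypes on BW25113) and 308 (called in the interaction in the opposite direction) restored genes, against 616. Of the lipid genes named as restored, 14 were restored with no fold change threshold in the diet comparison, chosen after seeing the data, against 8.

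The slope of 0.549 became 0.581 with a pseudocount of 0.1, 0.512 with a pseudocount of 5 and 0.462 in the FPKM table, where R2 was 0.467. It ran from 0.499 (without rnp-6(G281D) OP50 replicate 1) to 0.578 (without rnp-6(G281D) OP50 replicate 3) across the fits that each left out a sample, with R2 from 0.510 to 0.580.

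The log2FC of nhr-114 stayed negative in all alternatives run, but its call was lost in 6 of 18. With no filter it was -0.52 (adjusted p = 0.152) and in the FPKM table -0.53 (adjusted p = 0.0517). Across the fits that each left out a sample it ran from -0.62 to -0.37, and was not called without wild type OP50 replicate 1 or 2 or rnp-6(G281D) OP50 replicate 3 or 4. Over all alternatives its adjusted p ran from 7.7e-05 to 0.152. Y41C4A.32 (5.05 to 5.36) and rnp-6 (0.33 to 0.36) kept their direction and side of the thresholds in the 18 alternatives run.

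Leaving out a sample gave 1611 to 1722 genes for the genotypes on OP50, 1070 to 1491 for the diets in rnp-6(G281D), 275 to 544 for the diets in wild type, 717 to 936 for the genotypes on BW25113, 317 to 402 in the interaction and 503 to 611 restored. Between 24 and 25 of the 25 lipid genes were called, and between 7 and 9 of the 14 restored.

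Quantile normalization changed the balance of directions. Between the diets in rnp-6(G281D) 38.6% of the genes called were higher on BW25113 (541 of 1400) against 22.9%, and in wild type 30.5% against 22.2%. Between the genotypes on BW25113 48.0% were higher in the mutant against 39.0%, and on OP50 48.7% against 51.3%. In the interaction 25.0% were positive against 14.9%, and of the restored genes 53.4% had been higher on OP50 against 66.7%. Of the 1479 genes called between the diets in rnp-6(G281D), 1184 were shared. No scaling moved the median log2FC of all genes by over 0.1.

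With a replicate block, 1875 genes were called for the genotypes on OP50, 1376 and 710 for the diets in rnp-6(G281D) and in wild type, 1108 for the genotypes on BW25113, 473 in the interaction and 592 restored. The block changed no call of Y41C4A.32, rnp-6 or nhr-114 in the comparison on OP50; on BW25113 the adjusted p of nhr-114 was 0.0544 without it and 6.4e-06 with it. In the diet comparison in rnp-6(G281D) the correlations of same-numbered samples do not show pairing. For nhr-114, BW25113 against OP50 in rnp-6(G281D) gave an adjusted p of 0.257 without the block and 0.0016 with it (up to 0.519 over its alternatives), with a log2FC of -0.29. The values of this gene did follow the replicate number, each BW25113 sample lying below the same-numbered OP50 sample. Of 42 calls of gene families, 4 were lost under the block, an alternative added after seeing the data.

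Of 96 results for single genes, 78 kept their direction and call under all alternatives run, 8 lost a call somewhere, 2 gained one and 8 changed sign. Apart from ckb-2 and pcyt-2.1, those that changed sign had a log2FC between -0.07 and 0.01. For rnp-6(G281D) against wild type on OP50, the log2FC of cpl-1 was 0.033 and that of mmcm-1 0.0051 under quantile normalization, and with equal totals cka-1 was at 0.0070 and mmcm-1 at 0.0075. In the FPKM table ckb-2 was at -0.030 (0.68 before), pcyt-2.1 at 0.050, sams-1 at -0.0033 and Y41C4A.11 at 0.10. Across the 8 fits that each left out a sample, the log2FC ran from -0.020 to 0.018 for cka-1, from -0.019 to 0.026 for mtrr-1, from -0.059 to 0.107 for sams-1, from -0.017 to 0.0077 for mmcm-1, from -0.051 to 0.0037 for cpl-1 and from -0.233 to 0.055 for Y41C4A.11.

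The tests of gene families were the least stable. With camera at its preset correlation 42 of 105 families were called, 27 of which held under fry and 0 with an estimated correlation. Major sperm proteins, which account for 4 of the 42 calls, are not in the FPKM table. Of the other 38, 37 kept their direction and 28 their call under the 3 scalings added later; histones between the diets in rnp-6(G281D) reversed in the FPKM table (adjusted p = 0.803). Other splits of the same samples often gave as many families: 21 of 35 for the genotypes on OP50, 2 of 35 for the diets in rnp-6(G281D), 1 of 35 for the diets in wild type, 20 of 35 for the genotypes on BW25113, and 6 of 100 groupings for the interaction. Among the 8 splits that part all same-numbered pairs, 6 gave as many for the genotypes on OP50, 1 for the diets in wild type and 5 for the genotypes on BW25113. For the genotypes, the interaction and the diets in rnp-6(G281D), where another split also gave 12, the number of families called with camera is therefore no larger than other groupings of the samples can give.

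For genes, other splits gave few calls. The real split was the only 1 of 35 to give as many genes for the genotypes on OP50 (the others at most 3) and for the diets in rnp-6(G281D) (at most 1). Among the 8 splits that part all same-numbered pairs the real one was again the only 1 for the genotypes on OP50, for the diets in wild type and for the genotypes on BW25113, though 8 splits cannot give a share under 0.05. For restored genes 2 of the 70 choices of the OP50 group among the rnp-6(G281D) samples gave as many, the real one and the one that swaps the diets (617). The swap is no chance value: it counts genes that BW25113 moved away from wild type on OP50, some possibly past it. The other 68 choices gave at most 1. A slope as low came from 1 of 70, the others lying between 0.641 and 1.01. All 25 lipid genes were called in 1 of 35 splits, which says nothing about chance, since the paper chose these genes from the same samples.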

Differences from the paper's values

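The slope of the restoration plot was 0.549, against the paper's about 0.61 in Fig. 1e, read by eye; the difference is larger than the SD of 0.029 over the 4 rnp-6(G281D) BW25113 samples. Among the alternatives set before the data were examined, the nearest slope was 0.581, with a pseudocount of 0.1, which lies about 1 SD from the paper's value, too close to that limit for a reading by eye to place. The next nearest was 0.578, without rnp-6(G281D) OP50 replicate 3, and the others were further away. R2 was 0.540, against the paper's about 0.64 in Fig. 1e, read by eye. The rnp-6(G281D) BW25113 samples taken singly gave an R2 from 0.412 to 0.544 (SD 0.057), all below the paper's value. Each of these rests on 1 sample, whose noise lowers R2, so they do not measure the error of the R2 of 4 samples. No limit for a difference from a value read by eye was set in another way. None of the alternatives set before the data were examined reached the paper's value. The nearest were 0.580, without rnp-6(G281D) OP50 replicate 3, and 0.574, with no filter.

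The paper names 14 of the lipid-metabolism genes as significantly restored, and 8 of them were restored by the definition used here, which asks for the same thresholds in the diet comparison. The rule for a restored gene was not found in the text of the paper, so the number is not one under the paper's own rule. With no fold change threshold in the diet comparison, chosen after seeing the values, 14 were restored. Between 7 and 9 were across the fits that each left out a sample.

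The paper lists ahcy-1 among the one-carbon genes changed in rnp-6(G281D) at its less stringent threshold; for ahcy-1, rnp-6(G281D) against wild type on OP50 gave a log2FC of -0.15 with an adjusted p of 0.0775. The adjusted p was under 0.05 with the replicate block (0.0062), without wild type OP50 replicate 3 (0.0345) and without rnp-6(G281D) OP50 replicate 1 (0.0406). Over its alternatives the adjusted p ran up to 0.576, under quantile normalization.

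The paper places transmembrane transport among the enriched categories of restored genes, next to stress response and to proteolysis with the proteasome. With families defined by symbol, which are not the paper's categories, the membrane transporters held 4 restored genes of 79 (adjusted p = 0.64). Of families that fall under proteolysis, F-box, MATH and BTB genes held 60 of 311 and lysosomal proteases 6 of 19. Both are more than by chance against all genes tested, which does not part change in the mutant from restoration. The proteasome core held 0 of 33, but with 0 of its genes called higher and 0 lower on OP50 it could hold no restored gene.

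The axis of Fig. 5h is labelled FPKM and reads about 3400 in wild type and about 2400 in rnp-6(G281D), by eye; the normalized counts were 3217 and 2245 and the FPKM values 33.0 and 22.8, so the axis is on the scale of the normalized counts.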

Other observations

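All tests in this part were chosen after the patterns they concern had been seen.

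Ribosomal protein genes were lower in rnp-6(G281D) than in wild type on OP50, with a median log2FC of -0.18 and 77 of 77 genes lower; none passed the fold change threshold. The mean over the family did not overlap between the groups (exact permutation test, p = 0.0286, adjusted p = 0.075 over 21 families). Gene length as the cause is argued against, since 3 of 10000 lists matched on length and mean expression had a median as low, although the median of those lists was itself -0.11. The lists could draw ribosomal protein genes too, so the -0.11 may in part be the fall of these same genes. The authors' normalization is argued against as well: under the 4 scalings at least 75 genes were lower. A difference in growth between the genotypes may lie behind it and was not tested.

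Major sperm protein genes were lower on BW25113 than on OP50 in both genotypes. The median log2FC was -0.76 in wild type, with 28 of 28 genes lower, and -1.06 in rnp-6(G281D), also with 28 of 28 lower. These genes are near-identical copies, so single values are uncertain, but the sum over the copies fell by 0.77 on the log2 scale in wild type (-0.77; exact permutation test, p = 0.0286), and reads shared among the copies would leave the sum as it is. Gene length is argued against, as 0 of 10000 matched lists had a median as low in wild type, and 0 of 10000 in rnp-6(G281D). None of these genes is in the FPKM table. A candidate explanation is less sperm transcript as a whole. The median of 40 other genes named after sperm functions was -0.58 in wild type (35 of 40 lower, exact permutation test, p = 0.0286) and -0.87 in rnp-6(G281D) (39 of 40 lower, p = 0.0286 from the exact permutation test). A wider list of 67 genes, which by mistake included nematode-specific peptide genes with no such name, had been run first, with a median of -0.25 in wild type (exact permutation test, p = 0.0571) and -0.62 in rnp-6(G281D). Of the 5 most abundant of the 40 genes, spe-15 was lower in wild type (log2FC -0.37, adjusted p = 0.0039), while spe-39 (-0.0034), spe-44 (-0.041), spe-5 (0.0027) and spe-48 (0.10) did not differ at an adjusted p of 0.05. In rnp-6(G281D) spe-15 (-0.72) and spe-48 (-0.23, adjusted p = 0.0436) were lower at that level, and spe-39 (0.02), spe-44 (-0.0019) and spe-5 (-0.11) were not. Worms of different developmental stage on the 2 diets would give the same pattern, so stage and diet cannot be told apart here.

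Of 8 genes of the hrg family tested, 6 were called higher on BW25113 in wild type. hrg-7 rose from 6588 ± 530 to 28405 ± 4779 normalized counts (SD, n = 4; log2FC 2.10, adjusted p = 6.2e-07 from limma), and hrg-3, hrg-4, hrg-1 and hrg-2 had a log2FC of 3.10, 1.66, 1.53 and 1.43, and hrg-9 of 0.67. The others, hrg-10 (0.23, adjusted p = 0.067) and hrg-6 (0.14, adjusted p = 0.71), were not called. In rnp-6(G281D) the log2FC was 1.54 for hrg-7, 1.24 for hrg-3, 1.60 for hrg-4, 1.50 for hrg-1 and 0.53 for hrg-2, and not called for hrg-6 (0.57, adjusted p = 0.074), hrg-10 (0.05) and hrg-9 (-0.37, adjusted p = 0.138). The diet effect differed between the genotypes for hrg-3 (-1.86, adjusted p = 0.0021) and hrg-9 (-1.04, adjusted p = 0.0107). The authors' normalization is argued against, since the smallest log2FC of the 6 hrg genes called in wild type was 0.54 under the 4 scalings. No biological explanation was tested.

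Repression of the propionate shunt by a diet richer in vitamin B12 was tested on 5 shunt genes. It is argued against at the mRNA level: acdh-1 had a log2FC of 0.079 on BW25113 in rnp-6(G281D) (adjusted p = 0.122) and 0.07 in wild type (adjusted p = 0.155), and of 10 comparisons 0 were lower and 4 higher at an adjusted p under 0.05.

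Transcripts F31C3.13, F31C3.14 and F31C3.15 overlap ribosomal RNA genes on chromosome I. Each was highest in replicate 1 in 4 of the 4 groups, F31C3.14 reaching 894330 normalized counts, or 2.33% of the total of a sample. Ribosomal RNA depletion differing between sets of libraries is a candidate explanation for the 4 groups, but replicate 1 may also mark a day or a batch of worms, and these cannot be told apart. The transcripts were also higher in the mutant in 8, 7 and 8 of 8 same-numbered pairs, with a log2FC on OP50 of 5.88, 1.43 and 1.92 (adjusted p = 0.083, 0.064 and 0.096 without a block, and 0.0036, 7.8e-05 and 1.8e-07 with a replicate block). In wild type on OP50, F31C3.13 was at 0 in replicate 3 and 50.3 in replicate 4, so its 5.88 depends on the added 1.

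A variant linked to rnp-6 could change genes near it on both diets. Of 671 genes within 2 Mb of rnp-6, 2.68% were called on both diets in the same direction, against 3.81% elsewhere (Fisher's exact test, p = 0.146), which argues against linkage as a source of many of these 595 genes.

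The mRNA of rnp-6 itself was higher in rnp-6(G281D) on both diets. The authors' normalization is argued against, since the smallest log2FC on either diet under the 4 scalings was 0.33. No biological explanation was tested.

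Small heat shock genes of the hsp-16 family tended to be highest in replicate 4. hsp-16.41 was highest there in 4 of 4 groups, and hsp-16.2, hsp-16.11 and the pair of hsp-16.48 and hsp-16.49 in 3 of 4. The values of hsp-16.48 and hsp-16.49 are identical in all 16 samples, so they count as 1 measurement.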
